# Co-expression of HER2 and HER3 receptor tyrosine kinases enhances invasion of breast cells via stimulation of interleukin-8 autocrine secretion

**DOI:** 10.1186/bcr3329

**Published:** 2012-10-12

**Authors:** Nicola Aceto, Stephan Duss, Gwen MacDonald, Dominique S Meyer, Tim-C Roloff, Nancy E Hynes, Mohamed Bentires-Alj

## Abstract

**Introduction:**

The tyrosine kinase receptors HER2 and HER3 play an important role in breast cancer. The HER2/HER3 heterodimer is a critical oncogenic unit associated with reduced relapse-free and decreased overall survival. While signaling cascades downstream of HER2 and HER3 have been studied extensively at the level of post-translational modification, little is known about the effects of HER2/HER3 overexpression and activation on gene expression in breast cancer. We have now defined the genetic landscape induced by activation of the HER2/HER3 unit in mammary cells, and have identified interleukin (IL)8 and CXCR1 as potential therapeutic targets for the treatment of HER2/HER3-overexpressing breast cancers.

**Methods:**

Three-dimensional (3D) cultures, invasion and migration assays were used to determine the effects of HER2 and HER3 co-expression and activation. Gene expression analysis was performed to identify the gene network induced by HER2/HER3 in 3D cultures. Bioinformatic analysis and neutralizing antibodies were used to identify key mediators of HER2/HER3-evoked invasion.

**Results:**

Co-expression of the tyrosine kinase receptors HER2 and HER3 induced migration and invasion of MCF10A cells. Microarray analysis of these cells revealed a specific "HER2/HER3 signature" comprising 80 upregulated transcripts, with IL8 being the highest (11-fold upregulation). Notably, examination of public datasets revealed high levels of IL8 transcripts in HER2-enriched as well as basal-like primary breast tumors, two subtypes characterized by a particularly poor prognosis. Moreover, IL8 expression correlated with high tumor grade and ER-negative status. Importantly, treatment with IL8-neutralizing antibodies prevented invasion of MCF10A-HER2/HER3 and BT474 cells in 3D cultures, highlighting the importance of IL8 autocrine signaling upon HER2/HER3 activation.

**Conclusions:**

Our findings demonstrate that HER2 and HER3 co-expression induces IL8 autocrine signaling, leading to the invasion of mammary cells. Agents targeting IL8 or its receptor CXCR1 may be useful for the treatment of HER2/HER3/IL8-positive breast cancers with invasive traits.

## Introduction

HER2 (ErbB2) and HER3 (ErbB3) are members of a family of four receptor tyrosine kinases that also includes the epidermal growth factor receptor (HER1/EGFR) and HER4 (ErbB4) [1]. HER2 overexpression accounts for approximately 20% of all breast cancers and is commonly associated with a poor prognosis [2]. The importance of HER2 in cancer is highlighted by the clinical efficacy of the anti-HER2 humanized monoclonal antibody trastuzumab (Herceptin), especially when combined with chemotherapy, for the treatment of HER2-overexpressing breast cancers [3,4]. HER3 has been strongly implicated as a dimerization partner of HER2 in promoting malignant transformation [5], mainly via activation of the PI3K pathway [6,7]. The HER2/HER3 heterodimer, stabilized by heregulin (HRG), has been identified as a strong oncogenic unit in breast cancer [5,8] and is associated with reduced relapse-free and decreased overall survival [9].

In HER2-dependent breast cancer cells, loss of HER3 reduces cell proliferation and decreases PI3K activity [10,11]. Moreover, inhibition of HER2 phosphorylation by tyrosine kinase inhibitors (TKIs) targeting EGFR and HER2 triggers feedback overexpression and activation of HER3 [12], thereby limiting the inhibitory effect of HER-targeting TKIs. These studies highlight a central role for HER3 in HER2-mediated breast tumorigenesis and response to therapy.

The signaling pathways activated by HER2 and HER3 have been studied extensively [13]. For example, while HER2 generally activates the Ras-MAPK, PLCγ-PKC, SHP2, STATs, PI3K/AKT and Src-dependent pathways [7], HER3 contains six binding sites for the p85 subunit of PI3K, which allow potent activation of the PI3K/AKT pathway [7]. In contrast, little is known about the effect of the HER2/HER3 oncogenic unit on gene expression in breast cancer.

In this study, using three-dimensional cultures, migration and invasion assays, genetic tools and bioinformatic analysis, we have defined the genetic landscape induced by simultaneous expression of HER2 and HER3 in mammary cells. These results reveal IL8 and its receptor CXCR1 as potential therapeutic targets for the treatment of HER2/HER3-overexpressing breast cancers.

## Materials and methods

### Monolayer and three-dimensional cultures

MCF10A cells were obtained from J Brugge (Harvard Medical School, Boston, MA, USA) and propagated in DMEM/F12 medium (Invitrogen, Carlsbad, CA, USA) supplemented with 5% horse serum (Hyclone, Logan, UT, USA), 20 ng/ml EGF (Peprotech, Rocky Hill, NJ, USA), 0.5 μg/ml hydrocortisone (Sigma, St. Louis, MO, USA), 100 ng/ml cholera toxin (Sigma, St. Louis, MO, USA), 10 μg/ml insulin (Sigma, St. Louis, MO, USA), 100 IU/ml penicillin and 100 μg/ml streptomycin. MCF10A cells were grown in three-dimensional cultures as described previously [14]. BT474 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and grown in DMEM medium supplemented with 10% fetal bovine serum (Sigma, St. Louis, MO, USA). For three-dimensional cultures, BT474 cells were grown in DMEM medium containing 1% fetal bovine serum and 10 ng/ml heregulin (Sigma, St. Louis, MO, USA).

### Migration and invasion assays

Migration assays were performed using BD Chambers as per the manufacturer's instructions. Briefly, cells were starved overnight in DMEM/F12 containing 0.1% BSA and then seeded in the upper chamber of collagen-coated inserts at a concentration of 10,000 cells in 200 μl DMEM/F12 containing 0.1% BSA. The lower chamber was filled with 750 μl DMEM/F12 containing 0.1% BSA and 100 ng/ml heregulin. The cells were incubated for 24 h at 37°C in 5% CO2, at which point, cells remaining in the upper chamber were removed using a cotton swab. Cells on the lower surface of the membrane were fixed with 4% paraformaldehyde (PFA), stained with crystal violet and imaged. The same protocol was followed for the invasion assays, using BD BioCoat growth factor reduced Matrigel invasion chambers (BD Biosciences, San Jose, CA, USA), however the cells were not starved and were seeded in the upper chamber at 25,000 per well.

### Reagents

Heregulin (Sigma, St. Louis, MO, USA) 10 ng/ml and growth factor reduced Matrigel basement membrane matrix (BD Biosciences, San Jose, CA, USA) were used for three-dimensional cultures, and TRIzol reagent (Invitrogen, Carlsbad, CA, USA) for RNA extraction. The neutralizing antibodies anti-CXCR1, anti-CXCR2 and anti-IL8 (R&D Systems, Minneapolis, MN, USA) were used according to the manufacturer's instructions. Antibodies anti-Ki67 used for assessment of proliferation of MCF10A cells grown in two- and three-dimensional cultures were purchased from Thermo Scientific, Waltham, MA, USA. Human recombinant IL8 was purchased from Invitrogen, Carlsbad, CA, USA.

### Retroviral infection

MCF10A cells were infected overnight with retroviral particles containing pWZL-Hygro-hHER2 or pBabe-Neo-hHER3 at multiplicity of infection (MOI) = 10 in the presence of 8 μg/ml polybrene (Sigma, St. Louis, MO, USA), and selected with 250 μg/ml G418 (Gibco, Carlsbad, CA, USA) and/or 100 μg/ml hygromycin (Invivogen, San Diego, CA, USA).

### Microarray analysis

Total RNA was extracted from tumors with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Total RNA (300 ng) was processed with GeneChip WT cDNA Synthesis Kit and the GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA), hybridized for 16 h to GeneChip Human Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA, USA) and washed and scanned on a GeneChip Scanner 3000 with autoloader according to the manufacturer's instructions. Expression values were normalized and probeset-level values calculated with robust multi-array average (RMA) as implemented in the R/Bioconductor package, affy (R version 2.8). Contrasts between MCF10A-HER2/HER3 and the other groups were statistically analyzed in Genedata Expressionist (version 5.1). Venn diagrams were created for probesets with an absolute linear fold change > 1.5 and a *P*-value < 0.05 to find probesets commonly up- or downregulated in all contrasts. CEL files have been deposited in the GEO repository (GSE37009). Lists of differential genes including fold-changes and *P*-values were uploaded to Ingenuity Pathway analysis to study biological network enrichment.

### Analysis of IL8 expression in publicly available breast cancer datasets

We performed gene set analysis (GSA) of IL8 on primary breast tumors with the Gene Expression-based Outcome of Breast Cancer Online (GOBO) platform as described previously [15]. Examination of IL8 expression and its association with clinical parameters was conducted on a merged dataset comprising 1,881 primary breast tumor samples obtained from multiple experiments and classified into breast cancer subtypes by two different classifiers [16,17].

### Real-time PCR

Total RNA was extracted with TRIzol reagent and used as a template for production of cDNA. The cDNA was used in SYBR-based quantitative real-time PCR for quantification of IL8, E-cadherin, N-cadherin, vimentin and fibronectin1 transcript levels. IL8 forward primer: 5'-AAGCTGGCCGTGGCTCTCTT-3' and reverse primer: 5'-TGGTGGCGCAGTGTGGTCCA-3'. E-cadherin forward primer: 5'-TGCCCAGAAAATGAAAAAGG-3' and reverse primer: 5'-GTGTATGTGGCAATGCGTTC-3'. N-cadherin forward primer: 5'-ACAGTGGCCACCTACAAAGG-3' and reverse primer: 5'-CCGAGATGGGGTTGATAATG-3'. Vimentin forward primer: 5'-GAGAACTTTGCCGTTGAAGC-3' and reverse primer: 5'-GCTTCCTGTAGGTGGCAATC-3'. Fibronectin1 forward primer: 5'-CAGTGGGAGACCTCGAGAAG-3' and reverse primer: 5'-TCCCTCGGAACATCAGAAAC-3'. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) levels were used to normalize the data. The GAPDH forward primer was 5'-ACCCAGAAGACTGTGGATGG-3' and the GAPDH reverse primer 5'-TCTAGACGGCAGGTCAGGTC-3'.

## Results

### Co-expression of HER2 and HER3 induces mammary cell invasion, migration and proliferation in the presence of heregulin

We expressed the receptor tyrosine kinases (RTKs) HER2 and HER3 into the immortalized but non-transformed mammary epithelial cells MCF10A. We then seeded MCF10A cells expressing empty vector, HER2, HER3, or HER2 plus HER3 (HER2/HER3) in three-dimensional cultures for 15 days in the presence or absence of heregulin, a known HER3-ligand that stabilizes and activates the HER2/HER3 heterodimer [5,6]. When grown in three-dimensional cultures, MCF10A cells expressing the empty vector formed hollow spheres with polarized cells, mimicking the morphology of normal mammary acinar structures (Figure S1 in Additional file 1). Interestingly, HER2 expression induced the formation of larger spheres that were polarized and characterized by a hollow lumen. Of note, HER3 expression alone had no major effect on MCF10A cells in three-dimensional cultures, with only a minor proportion of structures being multi-acinar with a filled lumen. In contrast, consistent with our previous observations [18], simultaneous expression of HER2/HER3 in MCF10A cells in the presence of heregulin induced the formation of highly invasive and unpolarized structures containing a filled lumen, while HER2/HER3 overexpression in the absence of heregulin did not (Figure 1A; Figure S1 in Additional file 1; data not shown). These data indicate that heregulin is required for HER2/HER3-induced invasion, loss of polarization and luminal filling in three-dimensional cultures of human mammary epithelial cells.

**Figure 1:**
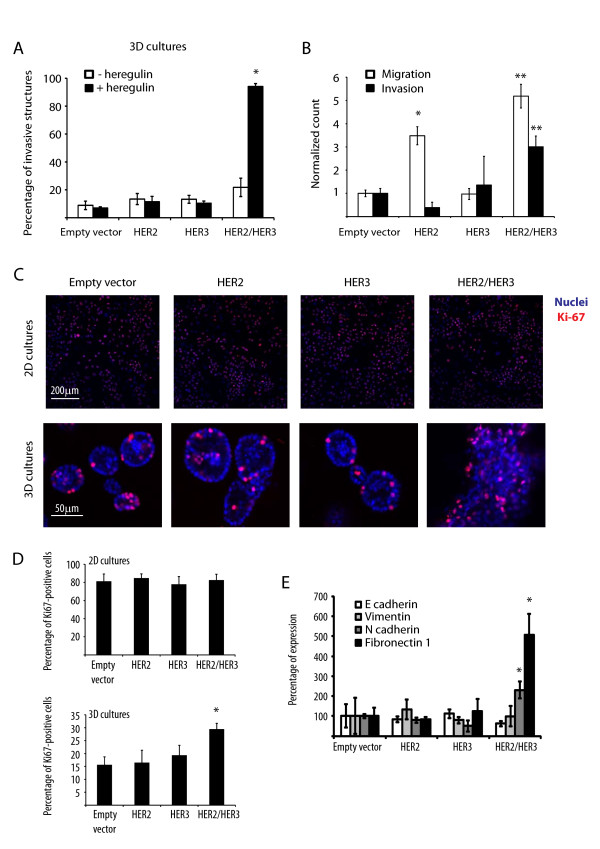
**HER2 and HER3 co-expression induces mammary cell invasion, migration and proliferation**. (**A**) Percentages of invasive structures in the presence or absence of heregulin 10 ng/ml. Results represent means ± standard error of the mean (SEM) (*n *= 3, *P < 0.05). (**B**) Normalized cell count for the migration and invasion assays. Results represent means ± SEM (*n *= 3, *P < 0.003, **P < 0.002). (**C**) Representative confocal images of equatorial cross-sections of MCF10A cells expressing empty vector, HER2, HER3 or HER2/HER3 grown in two- or three-dimensional cultures for 15 days in the presence of 10 ng/ml heregulin and stained with TO-PRO (blue) and anti-Ki67 antibodies (red). (**D**) Percentage of Ki67-positive cells when grown in two- or three-dimensional cultures. Results represent means ± SEM (*n *= 3, *P < 0.03). (**E**) Quantitative real-time PCR on RNA extracts of MCF10A cells expressing empty vector, HER2, HER3 or HER2/HER3 grown in two- or three-dimensional cultures for 15 days in the presence of 10 ng/ml heregulin. Quantitative real-time PCR was performed using primers against the epithelial-to-mesenchymal transition (EMT) markers E-cadherin, N-cadherin, vimentin and fibronectin1. Results represent means ± SEM (*n *= 3, *P < 0.05).

In addition, we performed a migration assay using the Boyden chamber as well as an invasion assay using Matrigel-coated chambers. In both cases, co-expression of HER2 and HER3 increased migration and invasion towards a heregulin-containing medium (Figure 1B and Figure S2 in Additional file 1). Of note, HER2 expression alone increased migration of MCF10A cells but had no effect on invasion (Figure 1B).

Moreover, we grew MCF10A cells expressing a control vector, HER2, HER3 or HER2/HER3 in two- or three-dimensional cultures for 15 days and assessed proliferation by staining with anti-Ki67 antibodies. While we found no difference in proliferation among cell lines when grown in two-dimensional cultures, we observed an increase in the percentage of Ki67-positive cells in MCF10A-HER2/HER3 grown in three-dimensional culture (Figure 1C and 1D). Moreover, we extracted RNA from MCF10A cells expressing an empty vector, HER2, HER3 or HER2/HER3 that were grown in three-dimensional cultures for 15 days and assessed expression levels of epithelial-to-mesenchymal transition (EMT) markers. While we found no change in expression of E-cadherin and vimentin, we observed significant upregulation of the mesenchymal markers N-cadherin and fibronectin1 (Figure 1E). Altogether, these results indicate that co-expression of HER2 and HER3 induces migration, invasion and proliferation of mammary cells in the presence of heregulin.

### Gene expression analysis of MCF10A-HER2/HER3 cells grown in three-dimensional cultures reveals the presence of a HER2/HER3-driven gene signature

The gene expression profile induced by HER2/HER3 co-expression in breast epithelial cells has not been examined previously. To this end, we extracted RNA from MCF10A cells expressing an empty vector, HER2, HER3, or HER2/HER3 grown in three-dimensional cultures for 15 days in the presence of heregulin and performed microarray analysis on the RNA obtained from the different groups to obtain gene expression contrasts of MCF10A-HER2/HER3 versus the other conditions. 

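The 4 MCF10A lines (empty vector; HER2; HER3; both receptors, written HER2/HER3) were each read on 2 Affymetrix Human Gene 1.0 ST arrays, 8 in all, after 15 days in three-dimensional culture with 10 ng/ml heregulin. The paper gives 300 ng of total RNA per array and the sample labels give 200 ng. The authors normalized the arrays with RMA in affy, and the values are log2 intensities of probe sets, of which 19158 name 1 gene, 1388 name several and 11775 name none. Starting from these values, limma was fitted with a mean for each of the 4 groups and 1 shared estimate of the spread, and MCF10A-HER2/HER3 was contrasted with each other group, HER2 and HER3 with the empty vector, and the interaction of the receptors was tested. A probe set was counted at the paper's thresholds (unadjusted p under 0.05 and linear fold over 1.5) and, separately, at an adjusted p under 0.05 by Benjamini-Hochberg over all probe sets; rose and fell are used only at the latter, over all probe sets or, where stated, over a gene list alone. Array medians ran from 3.64 to 3.70 log2. Replicates correlated at 0.989 for the empty vector, 0.990 for HER2, 0.987 for HER3 and 0.984 for HER2/HER3. Some arrays correlated more closely with an array of another group. Empty vector replicate 1 reached 0.9912 with HER2 replicate 1, and replicate 1 of HER2 and of HER2/HER3 reached 0.9915 with each other. HER3 replicate 2 reached 0.9879 with HER2 replicate 1, against 0.9873 with its own replicate. The remaining arrays correlated best with their own replicate. HER2/HER3 replicate 2 stood apart, scoring 56.1 on the first principal component (25.9% of the variance) against 6.5 for replicate 1, and 943 probe sets differed by more than 1 log2 between these arrays, against 538, 456 and 687 in the other groups. CXCL8 (IL8), EVI2B, EREG and HBEGF were among the genes that read higher in replicate 2. Nothing states that the replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical, and 2 arrays per group limit the precision.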

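The receptor transcripts followed the constructs. ERBB2, which encodes HER2, rose in cells given HER2 and stayed at the empty vector level in cells given HER3 alone. ERBB3, which encodes HER3, was highest in MCF10A-HER2/HER3 cells and intermediate in cells given HER3 alone. The arrays gave ERBB2 at 5.50 and 5.74 log2 in the empty vector, 8.37 and 8.11 in HER2, 5.52 and 5.55 in HER3 and 9.47 and 9.99 in HER2/HER3. From the empty vector to HER2/HER3 it rose by 4.11 (SE 0.20, adjusted p = 0.00163) and to HER2 by 2.62 (adjusted p = 0.0495), a call lost when any array except those of HER2/HER3 is left out. The call for HER2 was also lost under other tests and scalings of all arrays, among them an unmoderated t, a two-sample t and quantile normalization again. Between HER2 and HER2/HER3 the difference was 1.49 (adjusted p = 0.142). ERBB3 read 3.92 and 4.30 in the empty vector, 3.92 and 4.01 in HER2, 4.76 and 4.85 in HER3 and 5.55 and 5.93 in HER2/HER3. It rose by 1.63 (SE 0.18, adjusted p = 0.024) from the empty vector to HER2/HER3. This call was lost when any array except HER2/HER3 replicate 1 was left out, with differences from 1.44 to 1.82. With only the 2 groups fitted, an unmoderated t or a two-sample t it was also lost (adjusted p = 0.17, 0.25 and 0.89). The call for ERBB2 in HER2/HER3 was lost under these 3 as well (adjusted p = 0.067, 0.15 and 0.87). In ERBB3, HER3 alone differed from the empty vector by 0.70 (adjusted p = 0.355) and HER2/HER3 from HER3 by 0.93 (adjusted p = 0.139). Contrasts of HER2/HER3 with a single receptor may therefore also reflect a higher receptor level, which was not tested. The remaining receptors of the family, EGFR and ERBB4, differed between HER2/HER3 and the empty vector by -0.29 (adjusted p = 0.732) and -0.10 (adjusted p = 0.885). Of the 4 ERBB receptors, 2 rose. Probes lying outside the coding sequence do not see a cDNA introduced by a virus, so the fold for an introduced receptor can understate its change.

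**Figure D1:**
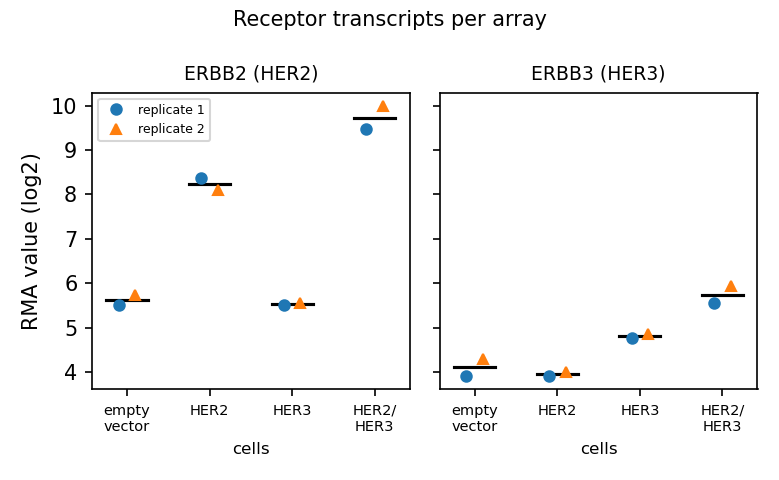
ERBB2 and ERBB3 on each array (RMA log2 values; circle, replicate 1; triangle, replicate 2; line, group mean).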

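SRGN, which encodes the proteoglycan serglycin, rose in MCF10A-HER2/HER3 cells against each of the other groups at an adjusted p under 0.05, as did AOX1 (aldehyde oxidase 1), FPR1 (a formyl peptide receptor) and SPX (the peptide spexin). SPRR1B, a cornified envelope protein, fell against all of them. SRGN read 3.49 and 3.32 log2 in the empty vector, 4.12 and 4.09 in HER2, 3.91 and 3.66 in HER3 and 6.84 and 6.19 in HER2/HER3, rises of 3.11 (SE 0.22, adjusted p = 0.00392), 2.41 (adjusted p = 0.0396) and 2.73 (adjusted p = 0.00655). SPRR1B fell by 1.62 (SE 0.16, adjusted p = 0.0182) from the empty vector, by 1.76 (adjusted p = 0.0416) from HER2 and by 3.33 (adjusted p = 0.000826) from HER3. These genes are all of the 5 probe sets past the adjusted threshold in every contrast.
With a fold over 1.5 and an unadjusted p under 0.05, MCF10A-HER2/HER3 cells had 842 probe sets higher and 535 lower than the empty vector, 468 and 395 against HER2, and 584 and 569 against HER3. At an adjusted p under 0.05 the numbers were 79 and 47, 7 and 1, and 36 and 79. At an unadjusted p under 0.05 alone chance gives 1616 probe sets, or 0.559 of the 2893 found against the empty vector, 0.78 of the 2073 against HER2 and 0.669 of the 2417 against HER3. With the fold over 1.5 as well, unchanged data simulated on the fitted spread gave means of 401, 398 and 402 probe sets in these contrasts, out of the 1377, 863 and 1153 found. In all 3 contrasts and in the same direction, 272 probe sets passed the first criterion, 179 higher and 93 lower, and in 179 and 92 of these both HER2/HER3 arrays lay beyond all 6 others; 76 of the 272 also passed the adjusted threshold against the empty vector. The same simulation gave a mean of 19.7 higher (at most 35) and 19.5 lower (at most 30) in 100 runs, with the same arrays shared between contrasts as here. Independent lists would give 0.22 and 0.12. The fitted spread is shared by all 4 groups, but the 2 HER2/HER3 arrays differed most, by over 1 log2 in 943 probe sets. An array that stands apart enters all 3 contrasts, and the shared spread does not model it. The simulated numbers can therefore lie below what chance gives here. Taking each other group in turn against the remaining 3, a comparison chosen after the data were seen, gave 121 probe sets for the empty vector, 49 for HER2 and 226 for HER3. Without HER2/HER3 replicate 1 the common set became 1322 (242 shared with the 272), from contrasts of 2896, 2755 and 2734, and the 5 past the adjusted threshold became 234; without HER2/HER3 replicate 2 they were 256 (127 shared) and 1, and without any other single array 0 passed the adjusted threshold in all 3. A group left with 1 array adds nothing to the spread, so without a HER2/HER3 array only the other groups give it and more passing is no support for a call. Adjusted calls of single genes depend on the arrays in the same way: against the empty vector, the 126 became 7 without empty vector replicate 2, 12 without its replicate 1, 25 without either HER2 array, 57 without either HER3 array, 54 without HER2/HER3 replicate 2 and 637 without its replicate 1.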

We identified a set of 157 Affymetrix probe set IDs differentially regulated in MCF10A-HER2/HER3 cells (fold change > 1.5-fold, *P *< 0.05) compared with all the other groups (Figure S3 in Additional file 1). Characterization of these IDs led to the identification of 137 differentially regulated genes, of which 80 were upregulated specifically in MCF10A-HER2/HER3 cells, and referred to as the HER2/HER3 signature (Figure S4 and Table S1 in Additional file 1). 

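The genes higher in MCF10A-HER2/HER3 cells than in every other group included a hormone-like peptide, a chemoattractant receptor, a sulfate transporter and the enzyme that begins serine synthesis. SPX rose by 2.82 log2 (SE 0.16, adjusted p = 0.00254) from the empty vector and FPR1 by 2.34 (SE 0.14, adjusted p = 0.00362), and both rose against HER2 (1.91 and 1.59) and HER3 (2.67 and 2.17). AOX1 rose by 2.95 (SE 0.21, adjusted p = 0.00406), 2.41 and 1.63 against the empty vector, HER2 and HER3. Against the empty vector, RERG, a small GTPase of the Ras family, rose by 2.46 (adjusted p = 0.0448) and the sulfate transporter SLC26A2 by 2.31 (adjusted p = 0.0374). PHGDH, which begins serine synthesis, was higher by 2.53 (adjusted p = 0.0766), PITPNC1 by 2.03 (adjusted p = 0.0862) and MCTP1 by 2.08 (adjusted p = 0.0682). EVI2B (3.63, adjusted p = 0.117), INSC (1.90, adjusted p = 0.362) and PTX3 (1.62, adjusted p = 0.532) owe most of their fold to HER2/HER3 replicate 2, where they read 7.06, 6.04 and 5.38 against 4.48, 3.85 and 2.93 in replicate 1. ABCD2, a peroxisomal transporter, was higher by 1.49 (adjusted p = 0.17).
Among the genes lower in all 3 contrasts, GPNMB, a lysosomal glycoprotein, fell by 3.23 (SE 0.29, adjusted p = 0.0116) from the empty vector, and SERPINB13, a keratinocyte serpin, by 2.04 (SE 0.14, adjusted p = 0.00392). Falls were also seen for FXYD3, a regulator of the sodium pump, by 1.50 (adjusted p = 0.022), ST6GALNAC2, a sialyltransferase, by 2.47 (adjusted p = 0.0439) and ZNF185 by 2.02 (adjusted p = 0.032). The basal keratin KRT15 was lower by 2.62 (adjusted p = 0.0518), the small heat shock gene HSPB1 by 1.59 (adjusted p = 0.0805), the transcription factor BCL11A by 1.57 (adjusted p = 0.106), the lysyl oxidase LOX by 1.59 (adjusted p = 0.172), and CRABP2, which binds retinoic acid, by 1.35 (adjusted p = 0.136). CD24, a surface glycoprotein, read 5.61 and 4.28 in HER2/HER3 and was lower by 1.59 (adjusted p = 0.231), though against HER3 it fell by 2.79 (adjusted p = 0.0498).
The 272 probe sets in all 3 contrasts name 228 genes, 153 higher and 75 lower, and 42 of them name no gene or several. Of the 80 genes in Table S1, 78 were matched to a probe set naming only that gene; 74 of these were called higher in all 3 contrasts at the paper's thresholds and the remaining 4 in 2 of them. Table S1 was drawn from these same arrays, so this overlap is not independent evidence, and 79 of the 153 higher genes lie outside it. At an adjusted p under 0.05, 40 of the 78 rose against the empty vector, 6 against HER2, 19 against HER3 and 4 in all. With single receptors, 31 were called higher in HER2 than in the empty vector and 23 in HER3, 40 in at least 1 of these and 38 in neither. The interaction was above 0 for 71 of the 78, of which 42 passed the paper's thresholds and 0 passed an adjusted p under 0.05 with limma. Choosing genes for being highest in HER2/HER3 on these arrays favors a positive interaction, so this count is no evidence of synergy. Without HER2/HER3 replicate 1 the 153 higher genes became 731 and the 75 lower genes 303; without HER2 or HER3 replicate 2 they were 98 and 57.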

Gene ontology analysis of the HER2/HER3 signature with the Ingenuity^® ^Systems resource revealed enrichment in pathways involved in cellular movement, cell-to-cell signaling and interaction, cell death, cellular development and cellular growth and proliferation (Figure S5 in Additional file 1). These results indicate that the co-expression and activation of HER2/HER3 induces a specific gene signature associated with invasiveness. Among these genes, IL8 was upregulated approximately 11-fold and was the most upregulated gene in MCF10A-HER2/HER3 cells relative to all other conditions (Table S1 in Additional file 1). Furthermore, IL8 was found to be involved in all pathways identified by the Ingenuity resource (Figure S5 in Additional file 1; data not shown). Thus, IL8 may play an important role downstream of the HER2/HER3 heterodimer in breast cells.

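DUSP6 and SPRY4, feedback inhibitors that ERK induces, rose in MCF10A-HER2/HER3 cells, as did PHLDA1 and the transcription factor ETV5. The inflammatory cytokine gene CSF3 rose too, and so did MDM2, the p53 target that degrades p53. STC2, a stanniocalcin induced by ATF4, rose as well, while 2 of the 37 amino acid response genes fell. Of 19 cytosolic aminoacyl-tRNA synthetases, 16 read higher than in the empty vector, and 0 passed the adjusted threshold over all probe sets.
The Ingenuity analysis itself is not repeated here; instead, 28 gene lists were tested with camera in 6 contrasts, 168 tests of which 85 passed an adjusted p under 0.05 at the preset correlation of 0.01 and 0 passed with the correlation estimated from these arrays, where the smallest adjusted p was 0.122. A higher correlation is not the whole reason for this loss. For p53 targets against the empty vector the estimate was -0.006, below the preset 0.01. The unadjusted camera p in HER2/HER3 still went from 0.000128 to 0.0143. For TGF-beta genes the estimate was -0.02 and p went from 0.000385 to 0.0177. What else weakened these tests was not examined. The lists for the amino acid response, aminoacyl-tRNA synthetases, ERK feedback and NF-kappaB were chosen knowing Table S1 and are not independent evidence.
Against the empty vector, DUSP6 rose by 2.62 log2 (SE 0.19, adjusted p = 0.00406), ETV5 by 2.34 (SE 0.28, adjusted p = 0.026), SPRY4 by 2.07 (SE 0.24, adjusted p = 0.0249) and PHLDA1 by 1.64 (SE 0.19, adjusted p = 0.0249). Of 24 ERK pathway feedback targets, 6 rose and 0 fell, 13 rose and 1 fell when adjusted over the list alone, 20 lay above 0 and the median was 0.52 (camera adjusted p = 7.21e-12; adjusted p = 0.122 with an estimated correlation). Leaving out the Table S1 genes gave 4.35e-08 for this list. Of 32 NF-kappaB inflammatory targets, 2 rose, 12 rose adjusted over the list alone, 28 lay above 0 and the median was 0.39 (adjusted p = 5.33e-10; adjusted p = 0.122 with an estimated correlation; 5.68e-06 without the Table S1 genes). CSF3 rose by 2.02 (SE 0.23, adjusted p = 0.0241), and IL1B, read at 6.19 and 7.79 in HER2/HER3, was higher by 2.33 (adjusted p = 0.125). At the preset correlation both lists were also higher with HER2 alone (camera adjusted p = 1.48e-05 for ERK, 6.45e-07 for NF-kappaB) and HER3 alone (4.02e-07, 0.00446). HER2/HER3 lay above HER2 (1.74e-08, 0.000239) and HER3 (0.000119, 5.97e-06), and the interaction was not called (0.689, 0.481). None of these passed with an estimated correlation.
Of 37 amino acid response genes, 2 rose and 2 fell, 12 and 2 adjusted over the list alone, with a median of 0.25 and 28 above 0 (adjusted p = 1.27e-06; adjusted p = 0.148 with an estimated correlation; 0.00395 without the Table S1 genes). STC2 rose by 1.82 (adjusted p = 0.0449); asparagine synthetase ASNS was higher by 1.70 (adjusted p = 0.0514) and ALDH1L2 by 1.86 (adjusted p = 0.0702). Of 19 cytosolic aminoacyl-tRNA synthetases, 0 passed the adjusted threshold over all probe sets with limma, 8 passed the paper's unadjusted thresholds and 8 rose adjusted over the list alone, with a median of 0.35 and 16 above 0 (adjusted p = 7.23e-07; adjusted p = 0.166 with an estimated correlation; 0.000273 without the Table S1 genes). GARS1 was higher by 1.2 (adjusted p = 0.148), WARS1 by 0.95 (adjusted p = 0.239), IARS1 by 0.86 (adjusted p = 0.142) and MARS1 by 0.79 (adjusted p = 0.228). The unfolded protein response list, 20 genes, had 0 (5 at the paper's thresholds) and, adjusted over the list alone, 8 higher, with a median of 0.46 and 19 above 0 (adjusted p = 1.21e-09; adjusted p = 0.203 with an estimated correlation); KDELR3 was higher by 1.35 (adjusted p = 0.0573), XBP1 by 0.97 (adjusted p = 0.182), the chaperone HSPA5 by 0.79 (adjusted p = 0.126) and HSP90B1 by 0.78 (adjusted p = 0.156).
For cell death, MDM2 rose by 1.03 (SE 0.13, adjusted p = 0.0321) and was 1 of 18 p53 targets, 7 of which rose and 1 fell adjusted over the list alone (median 0.38, 13 above 0, adjusted p = 0.000524; adjusted p = 0.148 with an estimated correlation). RRM2B was higher by 1.17 (adjusted p = 0.19) and GADD45A by 0.85 (adjusted p = 0.193). The BCL2 family, 15 genes, gave an adjusted p of 0.689, with the median (-0.06) and mean (0.14) on opposite sides of 0, and 0 members past the adjusted threshold with limma (2 higher and 1 lower at the paper's thresholds; 3 and 1 over the list alone); BCL2L1, which blocks apoptosis, was higher by 1.06 (adjusted p = 0.0823), its opponent BCL2L11 lower by 0.63 (adjusted p = 0.0982), and PMAIP1 read 4.81 and 6.01 in HER2/HER3, higher by 1.74 (adjusted p = 0.123).
For growth, the 29 mitosis genes had 0 past the adjusted threshold with limma, over all probe sets or over the list alone (1 higher at the paper's thresholds), a median of 0.19 and 21 above 0 (adjusted p = 0.00957; adjusted p = 0.557 with an estimated correlation), and this call depended on the arrays: 0.68 without HER2/HER3 replicate 1 and 0.53 without empty vector replicate 2. The 30 DNA replication genes likewise had 0 (2 higher at the paper's thresholds), a median of 0.09 and 21 above 0 (adjusted p = 0.0419; adjusted p = 0.631 with an estimated correlation), with 0.9 without HER2/HER3 replicate 1, 0.43 without empty vector replicate 2 and 0.05 without HER2 replicate 1. Against HER3 both lists were lower in HER2/HER3. For the mitosis genes the median was -0.45 (adjusted p = 5.33e-10; adjusted p = 0.224 with an estimated correlation). The DNA replication genes had a median of -0.15 and 5 of 30 above 0 (adjusted p = 0.023; adjusted p = 0.588 with an estimated correlation), with 0.69 without HER3 replicate 1 and 0.68 without HER2/HER3 replicate 2. Against HER2 neither was called (medians -0.11 and 0.01, adjusted p = 0.0838 and 0.898). CDC6 was higher by 1.56 (adjusted p = 0.236), CCNE1 by 0.62 (adjusted p = 0.206) and MELK by 0.91 (adjusted p = 0.333).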

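Fibronectin and N-cadherin, which cells gain when they leave an epithelium, rose in MCF10A-HER2/HER3 cells, while the desmosomal genes DSP, DSC2 and JUP, which hold epithelial cells together, fell. Integrins ITGA5, the fibronectin receptor subunit, and ITGA10 rose as well. So did SERPINE2, F3 and TFPI, secreted or surface regulators of proteolysis and coagulation, LAMB3, a chain of laminin-332, and LTBP1, which stores TGF-beta in the matrix. Vimentin and E-cadherin did not pass the adjusted threshold.
FN1 read 4.01 and 3.87 log2 in the empty vector, 4.83 and 4.32 in HER2, 6.26 and 5.80 in HER3 and 8.19 and 7.57 in HER2/HER3, rising by 3.94 (SE 0.27, adjusted p = 0.00392), by 3.31 against HER2 (adjusted p = 0.0396) and differing by 1.85 from HER3 (adjusted p = 0.0555). CDH2 (N-cadherin) read 5.00 and 4.92 in HER2/HER3 against 3.21 to 3.86 elsewhere, 1.75 above the empty vector (SE 0.12, adjusted p = 0.00392), 1.16 above HER2 (adjusted p = 0.0575) and 1.36 above HER3 (adjusted p = 0.00967). VIM differed by 0.60 (SE 0.16, adjusted p = 0.256) from the empty vector, just past the paper's fold and no longer so without HER2/HER3 replicate 1 (0.43) or empty vector replicate 2 (0.47), and by 0.11 and 0.15 from HER2 and HER3. CDH1 (E-cadherin) differed by -0.32 (SE 0.11, adjusted p = 0.439), -0.64 (adjusted p = 0.267) and -0.73 (adjusted p = 0.0639) from the empty vector, HER2 and HER3. At the paper's thresholds CDH1 was lower than in HER2 and HER3, but not than in the empty vector. ZEB1, a repressor of E-cadherin, was higher by 0.88 (SE 0.15, adjusted p = 0.0714). Of these 4 EMT markers of the paper, without ZEB1, 2 rose, and 3 rose and 1 fell adjusted over the list alone.
Across 35 mesenchymal genes, 4 rose (FN1, CDH2, ITGA5 and the proteoglycan DCN, by 2.82, adjusted p = 0.00392), 8 rose and 3 fell adjusted over the list alone, and 18 lay above 0; the median was 0.01 where the mean was 0.37, so the call (adjusted p = 0.011; adjusted p = 0.162 with an estimated correlation) rests on a few genes and was 0.833 without those in Table S1 and 0.065 without HER2/HER3 replicate 1. FAP, a surface protease, read 4.41 and 5.52 in HER2/HER3, higher by 2.11 (adjusted p = 0.0682). Of 34 epithelial adhesion genes, 3 fell, 2 rose and 4 fell adjusted over the list alone, and 10 lay above 0 around a median of -0.15 (adjusted p = 0.00326; adjusted p = 0.148 with an estimated correlation). DSP fell by 1.39 (adjusted p = 0.022), DSC2 by 1.2 (adjusted p = 0.0357) and JUP by 0.96 (adjusted p = 0.0375), while EPCAM was higher by 1.84 (adjusted p = 0.102). This list was also lower than in HER2 (adjusted p = 5.97e-05; adjusted p = 0.122 with an estimated correlation) and HER3 (adjusted p = 5.03e-08; adjusted p = 0.122 with an estimated correlation).
Of 14 integrins, 2 rose, 5 rose adjusted over the list alone and 14 lay above 0, with a median of 0.52 (adjusted p = 1.99e-07; adjusted p = 0.166 with an estimated correlation). ITGA10 rose by 2.24 (SE 0.26, adjusted p = 0.0255) and ITGA5 by 1.82 (SE 0.22, adjusted p = 0.026); ITGB6 and ITGA2 were higher by 1.68 (adjusted p = 0.452) and 1.57 (adjusted p = 0.324), mostly through HER2/HER3 replicate 2, where they read 7.93 and 8.16 against 5.71 and 6.50. Of 25 matrix protease and plasminogen activation genes, 5 rose, 10 rose and 1 fell adjusted over the list alone, and the median was 0.19 (adjusted p = 8.2e-05; adjusted p = 0.122 with an estimated correlation), with 0.557 without the Table S1 genes. Among them SERPINE2 rose by 2.57 (SE 0.24, adjusted p = 0.0135), F3 by 2.01 (SE 0.21, adjusted p = 0.0218) and TFPI by 1.55 (SE 0.16, adjusted p = 0.0182). SERPINE2 and TFPI are inhibitors and F3 is a coagulation factor, so these rises do not show that protease transcripts rose. Basement membrane and matrix genes, 18 in number, had 2 that rose, also 2 adjusted over the list alone, and an adjusted p of 0.176; LAMB3 rose by 2.70 (SE 0.36, adjusted p = 0.0377). Of 21 TGF-beta genes, 1 rose, LTBP1 by 2.01 (SE 0.21, adjusted p = 0.0214), and 5 adjusted over the list alone, with a median of 0.28 and 16 above 0 (adjusted p = 0.00144; adjusted p = 0.148 with an estimated correlation); INHBA was higher by 0.83 (adjusted p = 0.159), LTBP2 by 0.74 (adjusted p = 0.0823) and TGFB2 by 0.64 (adjusted p = 0.228). Against HER3 the mesenchymal (adjusted p = 0.475), protease (adjusted p = 0.253) and TGF-beta (adjusted p = 0.795) lists were not called. The matrix protease and plasminogen activation list was already higher in HER3 than in the empty vector (median 0.37, adjusted p = 9.87e-08, or 0.122 with an estimated correlation). Against HER2 the mesenchymal (adjusted p = 0.0038), protease (adjusted p = 2.54e-05) and TGF-beta (adjusted p = 0.0128) lists were higher at the preset correlation. With an estimated correlation these became 0.148, 0.122 and 0.166. For these lists a change beyond that in HER3 alone is therefore not shown.
The paper reasons from the 157 probe sets shared by the 3 contrasts to 137 genes and takes the 80 higher ones as a signature. It finds cellular movement among their enriched functions. It reads this as a sign that co-expressing and activating both receptors induces a signature associated with invasiveness. The mesenchymal and protease lists were chosen knowing Table S1 and are not independent evidence. The arrays measure transcripts, not invasion.

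**Figure D2:**
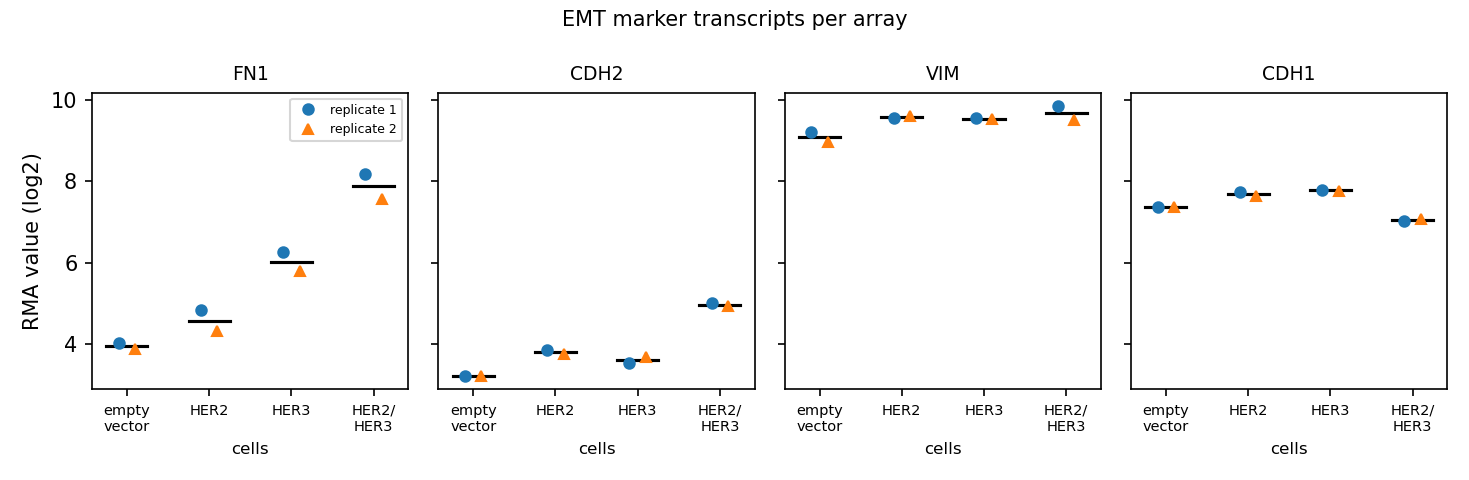
FN1, CDH2, VIM and CDH1 on each array (RMA log2 values; circle, replicate 1; triangle, replicate 2; line, group mean).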

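IL8 (CXCL8), a chemokine that attracts neutrophils through CXCR1 and CXCR2, read highest on both MCF10A-HER2/HER3 arrays and lowest with the empty vector, with HER2 and HER3 between. CXCL1, another ligand of CXCR2, rose beside it. The receptors CXCR1 and CXCR2 averaged 2.4 log2 together, and whether they were detected was not tested. EREG and HBEGF, ligands of EGFR, read high mainly on HER2/HER3 replicate 2.
CXCL8 read 3.08 and 2.90 log2 in the empty vector, 3.70 and 3.59 in HER2, 3.99 and 3.50 in HER3 and 5.75 and 7.78 in HER2/HER3. The difference of HER2/HER3 was 3.78 (SE 0.56, 13.7-fold, adjusted p = 0.0514) from the empty vector, 3.12 (8.68-fold) from HER2 and 3.02 (8.10-fold) from HER3, each past the paper's thresholds. HER2 and HER3 alone lay 0.66 and 0.76 above the empty vector, and the interaction was 2.36 (adjusted p = 0.983). Averaged on the linear scale, HER2/HER3 over the other groups gave 12.0-fold, the largest of 18404 genes, ahead of EVI2B (9.79), FN1 (6.85), SRGN (6.75) and ERBB2 (6.48). By single contrast it ranked 4 against the empty vector, behind ERBB2, TREM1 and FN1, then 2 against HER2, behind FN1, and 2 against HER3, behind ERBB2; by the smallest of the 3 differences it ranked 1. The linear fold depends on the arrays, 19.3 without HER2/HER3 replicate 1 and 4.74 without replicate 2. Without replicate 2 IL8 ranks 8 by this fold, behind FN1, SRGN, ERBB2 and SPX among others, and 6 by the smallest difference (2.00), and without any other single array it ranks 1 by both.
CXCL1 read 5.19 and 5.02 in the empty vector, 6.56 and 6.19 in HER2, 6.83 and 6.44 in HER3 and 8.38 and 9.19 in HER2/HER3. It rose by 3.68 (SE 0.28, adjusted p = 0.00529) against the empty vector and 2.15 (adjusted p = 0.0346) against HER3, and differed by 2.41 (adjusted p = 0.081) from HER2. CXCL2 was higher by 0.72 (adjusted p = 0.337). Of 7 CXCR1 and CXCR2 ligands, 1 rose, 3 rose adjusted over the list alone and 5 lay above 0, with a median of 0.20 (adjusted p = 0.00435; adjusted p = 0.162 with an estimated correlation); the list gave 0.643 without the Table S1 genes and 0.063 without empty vector replicate 1. Neither of the 2 IL8 receptors passed the adjusted or the paper's thresholds, CXCR1 at -0.11 (adjusted p = 0.885) and CXCR2 at -0.14 (adjusted p = 0.827).
Of 10 EGF-family ligands, 0 passed the adjusted threshold with limma (3 higher and 1 lower at the paper's thresholds) and 3 rose adjusted over the list alone (camera adjusted p = 0.309). AREG, an EGF-family ligand in Table S1, lies on probe sets that name several genes and is not among these 10. EREG read 5.92 and 8.32 in HER2/HER3, higher by 2.70 (SE 0.65, adjusted p = 0.204), HBEGF 4.99 and 7.22, higher by 2.07 (SE 0.60, adjusted p = 0.323), TGFA was higher by 0.67 (adjusted p = 0.201) and NRG4 lower by 0.69 (adjusted p = 0.494). Both the chemokine ligand list and the EGF-family list were chosen knowing Table S1 and are not independent evidence.

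**Figure D3:**
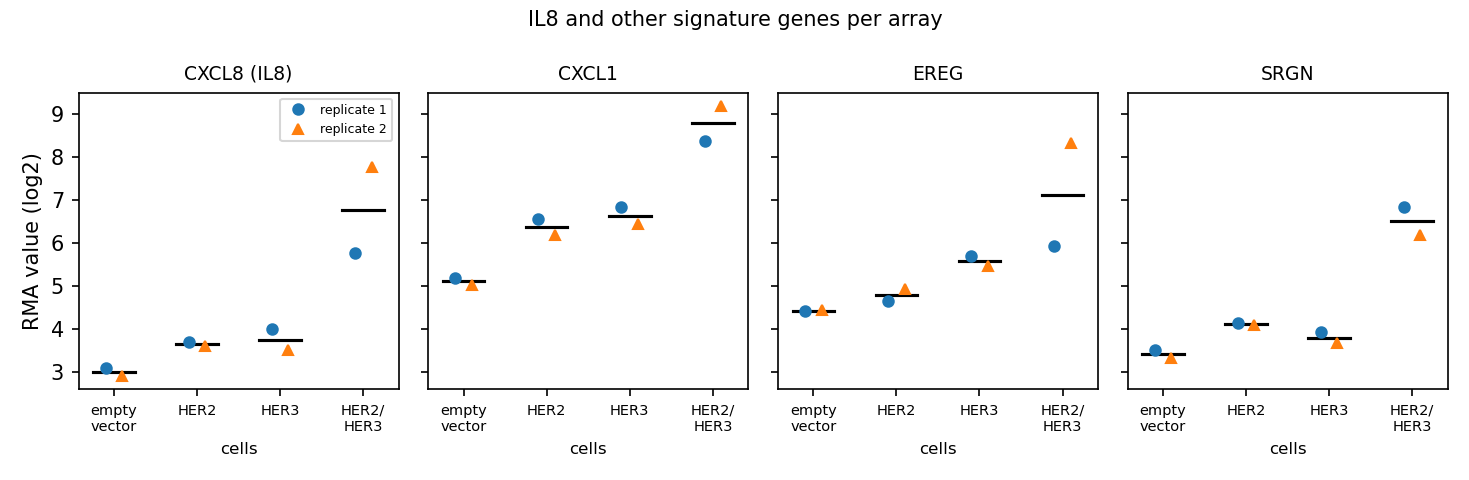
CXCL8 (IL8), CXCL1, EREG and SRGN on each array (RMA log2 values; circle, replicate 1; triangle, replicate 2; line, group mean).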

### IL8 contributes to HER2/HER3-induced invasion in three-dimensional cultures

Our results suggest that HER2/HER3-induced IL8 autocrine secretion contributes to the invasion of transformed breast cells. Given our finding that co-activation of HER2 and HER3 induces IL8 production, we compared IL8 expression levels in BT474 cells, a HER2- and HER3-positive breast cancer cell line, to MCF10A cells expressing an empty vector, HER2, HER3 or HER2/3. The IL8 transcript was highly expressed in MCF10A-HER2/HER3 as well as in BT474 cells (Figure 2A).

**Figure 2:**
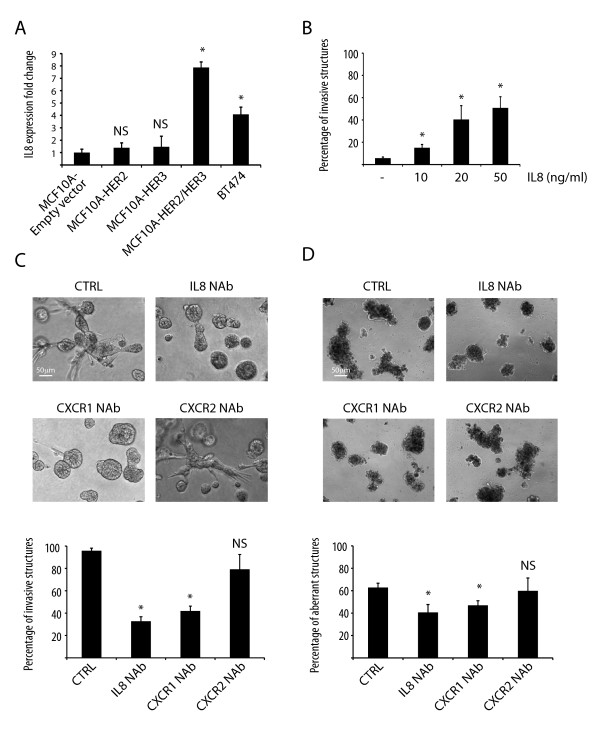
**IL8 or CXCR1 blockade reduces HER2/HER3-evoked invasion of mammary cells**. (**A**) Quantitative real-time PCR of IL8. The bar graph shows the percentages of IL8 expression in MCF10A cells expressing empty vector, HER2, HER3 or HER2/HER3, as well as in the HER2/HER3-positive breast cancer cell line BT474. Results represent means ± standard error of the mean (SEM) (*n *= 3, *P < 0.018; NS, not significant). (**B**) Percentage of invasive structures upon stimulation of MCF10A cells with IL8. Results represent means ± SEM (*n *= 3, *P < 0.05). (**C**) Representative phase-contrast pictures of MCF10A-HER2/HER3 cells grown in three-dimensional cultures for 15 days in the presence of heregulin and the indicated neutralizing antibodies. The bar graph shows the percentages of invasive structures. Results represent means ± SEM (*n *= 3, *P < 0.0004; NS, not significant). (**D**) Representative phase-contrast pictures of BT474 cells grown in three-dimensional cultures for 15 days in the presence of heregulin and neutralizing antibodies. The bar graph shows the percentages of aberrant structures. Results represent means ± SEM (*n *= 3; *P < 0.05; NS, not significant). CTRL, control.

We then asked whether IL8 stimulation *per se *induces invasion of MCF10A cells grown in three-dimensional cultures. We seeded MCF10A cells in three-dimensional cultures and found that stimulation with increasing concentrations of IL8 induced invasion (Figure 2B and Figure S6 in Additional file 1), although not to the same extent as the co-expression of HER2 and HER3 in the presence of heregulin (Figure 1A). These results suggest that additional pathways downstream of HER2/HER3 are needed to achieve their higher invasion phenotype.

In addition, to test whether IL8 signaling contributes to HER2/HER3-evoked invasion, we grew MCF10A-HER2/3 and BT474 cells in three-dimensional cultures in the presence of an IL8-neutralizing antibody. Remarkably, blockade of IL8 autocrine signaling reduced the invasive behavior of these cells (Figure 2C, D). We also tested whether inhibition of the IL8 receptors CXCR1 and CXCR2 affected invasion. While there was no difference in invasion upon CXCR2 blockade, the MCF10A-HER2/3 and BT474 cells-invasive/aberrant phenotype was significantly reduced upon neutralization of CXCR1 (Figure 2C, D). These results indicate that IL8 autocrine signaling acts predominantly via CXCR1.

### IL8 is highly expressed in HER2-enriched and basal-like primary breast cancers

To assess whether IL8 is overexpressed in human tumors, we analyzed IL8 expression levels in a public dataset containing gene expression data from, 1,881 primary breast tumors [15], classified by two independent classification methods [16,17]. Unequivocally, we found high expression of IL8 in HER2-enriched and basal breast cancers (Figure 3A, B), two subtypes associated with poor prognosis.

**Figure 3:**
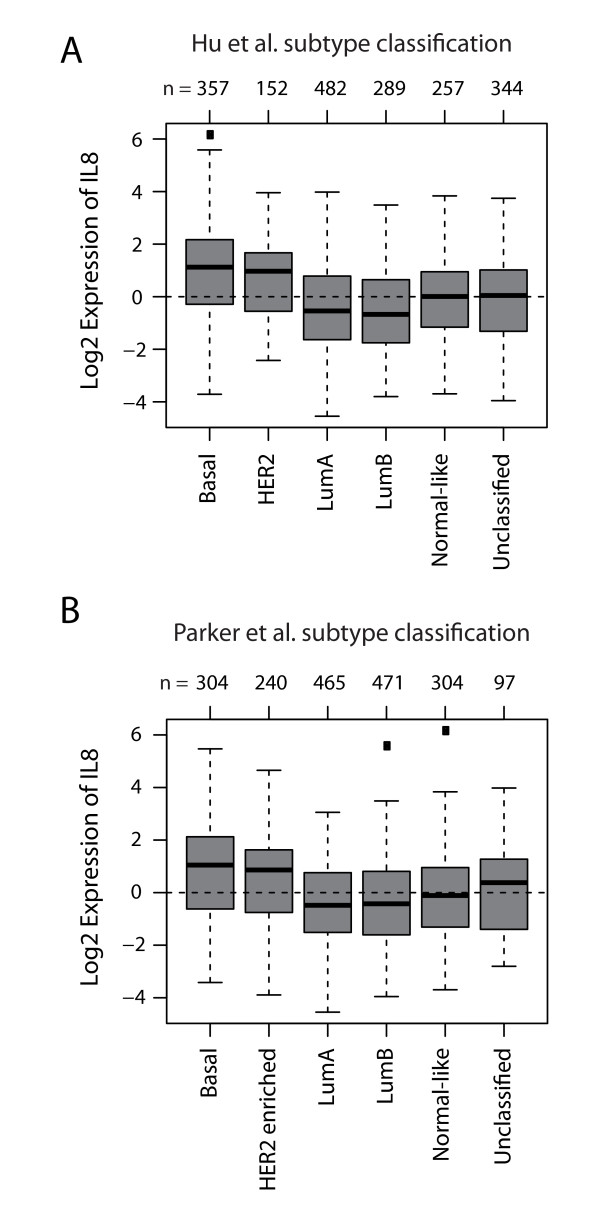
**IL8 expression correlates with HER2-enriched and basal breast cancers**. Gene set analysis (GSA) of IL8 expression in a dataset comprising 1,881 primary breast tumors http://co.bmc.lu.se/gobo. (**A**) Box plot of IL8 expression in breast tumor samples classified into six molecular subtypes according to the classifiers of Hu *et al. *[16]; *P *< 0.0001 by analysis of variance (ANOVA). (**B**) Box plot of IL8 expression in breast tumor samples classified into six molecular subtypes according to the classifiers of Parker *et al. *[17]; *P *< 0.0001 by ANOVA. Numbers above the charts report the number of patients in each subtype group.

Next, we examined whether IL8 expression correlates with clinicopathological parameters such as estrogen receptor (ER) status and tumor grade in breast cancer patients. To this end, primary breast tumors were divided into ER-negative and ER-positive groups and IL8 expression was analyzed in each group. IL8 was significantly upregulated in ER-negative tumors (Figure 4A). In addition, primary breast tumors were divided into three groups according to tumor grade 1, 2, or 3, and IL8 expression was analyzed in each group. In line with our findings correlating IL8 with the aggressiveness of HER2/HER3 cells, we observed significant overexpression of IL8 in high-grade primary tumors (Figure 4B).

**Figure 4:**
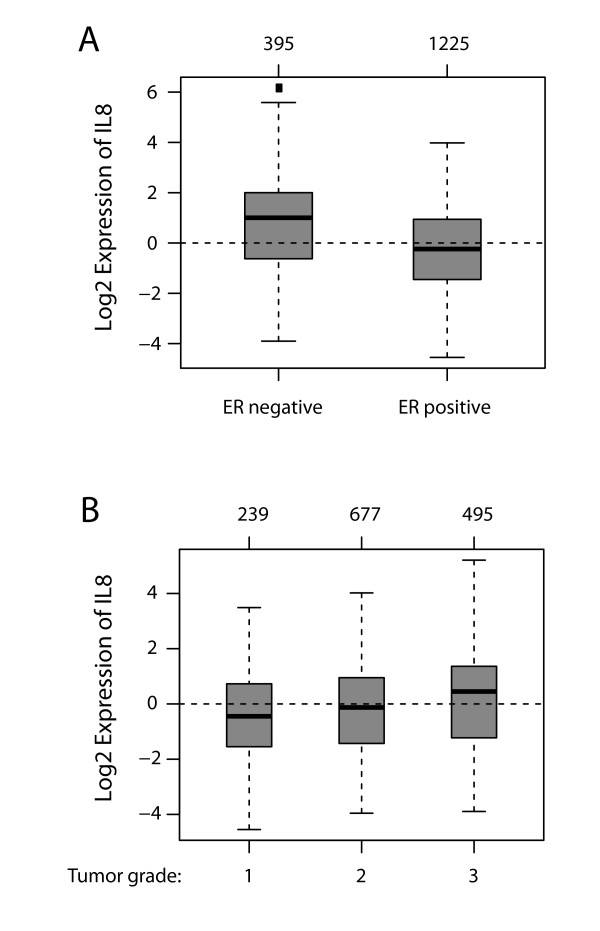
**IL8 expression correlates with ER-negative and high-grade primary breast tumors**. Gene set analysis (GSA) of IL8 in a dataset comprising 1,881 primary breast tumors http://co.bmc.lu.se/gobo. (**A**). IL8 expression correlates with estrogen receptor (ER)-negative tumors. Box plot of IL8 expression in ER-negative and ER-positive primary breast cancers; *P *< 0.0001 by analysis of variance (ANOVA). **B**. IL8 expression correlates with high tumor grade. Box plot of IL8 expression in grade 1, 2 and 3 primary breast cancers, respectively; *P *< 0.0001 by ANOVA. Numbers above the charts show the number of patients in each subtype group.

In summary, our data show that activation of the HER2/HER3 oncogenic unit upregulates several genes including IL8, which in turn acts via CXCR1 to induce invasion of mammary epithelial cells (Figure 5). We also show that high IL8 expression correlates with ER-negative status and high tumor grade. These results provide new insights into the changes in gene expression upon activation of the HER2/HER3 oncogenic unit and point to IL8 and its receptor CXCR1 as possible therapeutic targets for the treatment of invasive HER2/HER3/IL8-positive breast cancers.

**Figure 5:**
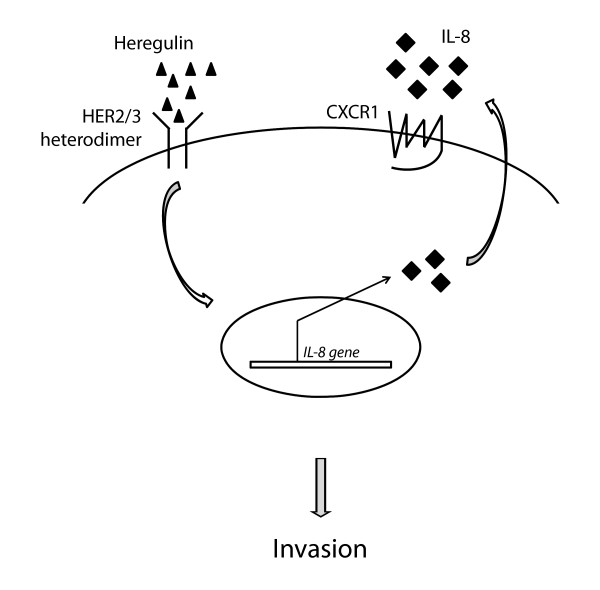
**Model of the HER2/HER3/IL8 signaling cascade**. Heregulin-induced heterodimerization and activation of HER2/HER3 causes upregulation of the IL8 transcript, which in turn mediates invasion via CXCR1.

## Discussion

The signaling cascades activated by the tyrosine kinase receptors HER2 and HER3 have been studied extensively in the neoplastic breast [7]. In contrast, little is known about the effects of HER2/HER3 co-activation on gene expression. We have used three-dimensional cultures of mammary cells and bioinformatic analysis to specifically investigate this aspect. We found that activation of the HER2/HER3 oncogenic unit causes upregulation of several genes including the chemokine IL8, which was discovered originally as a chemotactic factor for leukocytes [19] and shown later to contribute to human cancer progression through its potential mitogenic, motogenic and angiogenic functions [20].

Following HER2/HER3 co-activation in mammary cells, we identified 80 upregulated genes. While in this study we found IL8 to be an important factor mediating invasion downstream of HER2/HER3, we showed previously that knockdown of another of these upregulated genes, the zinc finger E-box binding homeobox 1 (ZEB1), also blocks invasion in MCF10A-HER2/HER3 cells [18]. These results highlight the fact that several genes of the HER2/HER3 signature may contribute to the invasive phenotype induced by co-activation of HER2/HER3 receptors. Our study reveals novel potential targets for the treatment of HER2- and HER3-positive human breast tumors.

We show here that IL8 upregulation is a consequence of HER2/HER3 co-activation in human mammary cells. Elevated IL8 levels have previously been described in breast tumor specimens relative to normal breast tissue [21]. We analyzed public datasets and found high IL8 expression specifically in HER2-positive and basal-like tumors. It is conceivable that HER2/HER3-independent mechanisms may be responsible for high IL8 expression in some triple negative breast cancers (TNBCs) [20].

Interestingly, other studies have demonstrated that the IL8/CXCR1 signaling is important for breast cancer cell invasion [22] and predominantly active in cells with the cancer stem cell (CSC) phenotype when compared to non-CSCs [23,24]. Moreover, blockade of CXCR1 significantly reduces the CSC population, leading to decreased tumorigenicity and metastasis [23,24]. In line with these findings, we have previously reported that co-expression of HER2 and HER3 in MCF10A cells increases the proportion of cells with the CSC phenotype [18]. Altogether, these results highlight an important role for HER2/HER3/IL8 in the regulation of invasion and the CSC phenotype.

We observed a correlation between high IL8 expression levels and negative ER status as well as high tumor grade. In addition to breast cancer [21], IL8 is overexpressed in other types of cancers, including colon [25], gastric [26], melanoma [27,28], ovarian [29,30], pancreatic [31] and prostate cancer [32]. Generally, IL8 expression has been shown to contribute to human cancer progression [20,33]; however, the mechanisms regulating IL8 expression have remained obscure. For example, stimuli such as lipopolysaccharide, phorbol 12-myristate 13-acetate, IL1 and TNF can induce IL8 production [20], and stress factors such as hypoxia, acidosis, nitric oxide and cell density have also been shown to influence IL8 expression in particular cell types [20]. Here, we demonstrate a direct relationship between HER2/HER3 activation and IL8 expression in breast cancer. It is conceivable that the activity of the HER2/HER3 heterodimer also promotes IL8 expression in cancers of different origins.

## Conclusions

Our study provides evidence for a link between HER2/HER3 overexpression and IL8 production in mammary cells. First, we show that co-activation of HER2 and HER3 causes upregulation of IL8, which in turn contributes to HER2/HER3-evoked cellular invasion. Moreover, we show that the IL8 transcript is highly expressed in HER2-enriched and basal-like human primary breast cancers, and that high IL8 levels correlate with ER-negative status and high tumor grade. Finally, treatment with IL8- or CXCR1-neutralizing antibodies reduced invasive behavior of HER2/HER3-driven malignant breast cells, highlighting a role for IL8 downstream of activated HER2/HER3. Our results identify IL8 and its receptor CXCR1 as potential targets for the treatment of breast cancers with active HER2/HER3/IL8 signaling.

## Abbreviations

ANOVA: analysis of variance; BSA: bovine serum albumin; CSC: cancer stem cell; DMEM: Dulbecco's modified Eagle's medium; EGFR: epidermal growth factor receptor (HER1); EMT: epithelial-to-mesenchymal transition; ER: estrogen receptor; GAPDH: glyceraldehyde-3-phosphate dehydrogenase; GOBO: Gene Expression-based Outcome of Breast Cancer Online; GSA: gene set analysis; HRG: heregulin; MOI: multiplicity of infection; PCR: polymerase chain reaction; PFA: paraformaldehyde; RMA: robust multi-array average; RTK: receptor tyrosine kinase; SEM: standard error of the mean; TKI: tyrosine kinase inhibitors; TNBC: triple negative breast cancers; TNF: tumor necrosis factor.

## Competing interests

Some of the information in this publication is related to a patent application by The Friedrich Miescher Institute for Biomedical Research. MB-A and NA are listed as inventors on this application. All other authors declare no competing interests.

## Authors' contributions

NA carried out three-dimensional cultures, RNA extraction, real-time PCR and blocking antibody experiments. DSM generated retroviral constructs. SD and TCR performed computational biology experiments and generated the microarray data. GM performed migration and invasion assays. NEH discussed the data and the manuscript. NA and MBA wrote the main body of the manuscript. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **HER2 and HER3 co-expression induces invasion, migration and a specific gene signature**. Figure S1. Representative phase-contrast images of MCF10A cells expressing empty vector, HER2, HER3 or HER2 plus HER3 (HER2/HER3) and grown in three-dimensional cultures for 15 days in the presence of heregulin. Figure S2. Representative phase-contrast images from migration and invasion assays with MCF10A cells expressing empty vector, HER2, HER3 or HER2/HER3. Figure S3. Venn diagram showing the number of Affymetrix IDs obtained when comparing gene expression data of MCF10A-HER2/HER3 cells to the other conditions (empty vector, HER2 or HER3). A total of 157 Affymetrix IDs are differentially regulated in MCF10A-HER2/HER3 cells. Figure S4. The 157 Affymetrix IDs associated with MCF10A-HER2/HER3 cells correspond to 137 genes, of which 80 are upregulated (upon HER2/HER3 co-activation) and are referred to as the HER2/3 signature (see also Table S1). Figure S5. Bar graph obtained with gene ontology analysis (Ingenuity) showing the major pathways of the HER2/3 signature and associated log P values. The number of HER2/3 signature genes involved in each pathway is indicated in round brackets. Figure S6. Representative phase-contrast pictures of MCF10A cells grown in three-dimensional cultures for 15 days in the presence or absence of IL8. Table S1. Fold change (upregulation) of each of the HER2/HER3 signature genes listed in alphabetical order (*P *< 0.05). Click here for file

# Supplementary material for: Co-expression of HER2 and HER3 receptor tyrosine kinases enhances invasion of breast cells via stimulation of interleukin-8 autocrine secretion
**Source:** Breast Cancer Res. 2012 Oct 12;14(5):R131. doi: 10.1186/bcr3329
**Supplement:** Additional file 1 — HER2 and HER3 co-expression induces invasion, migration and a specific gene signature. Figure S1. Representative phase-contrast images of MCF10A cells expressing empty vector, HER2, HER3 or HER2 plus HER3 (HER2/HER3) and grown in three-dimensional cultures for 15 days in the presence of heregulin. Figure S2. Representative phase-contrast images from migration and invasion assays with MCF10A cells expressing empty vector, HER2, HER3 or HER2/HER3. Figure S3. Venn diagram showing the number of Affymetrix IDs obtained when comparing gene expression data of MCF10A-HER2/HER3 cells to the other conditions (empty vector, HER2 or HER3). A total of 157 Affymetrix IDs are differentially regulated in MCF10A-HER2/HER3 cells. Figure S4. The 157 Affymetrix IDs associated with MCF10A-HER2/HER3 cells correspond to 137 genes, of which 80 are upregulated (upon HER2/HER3 co-activation) and are referred to as the HER2/3 signature (see also Table S1). Figure S5. Bar graph obtained with gene ontology analysis (Ingenuity) showing the major pathways of the HER2/3 signature and associated log P values. The number of HER2/3 signature genes involved in each pathway is indicated in round brackets. Figure S6. Representative phase-contrast pictures of MCF10A cells grown in three-dimensional cultures for 15 days in the presence or absence of IL8. Table S1. Fold change (upregulation) of each of the HER2/HER3 signature genes listed in alphabetical order (P < 0.05).

S1

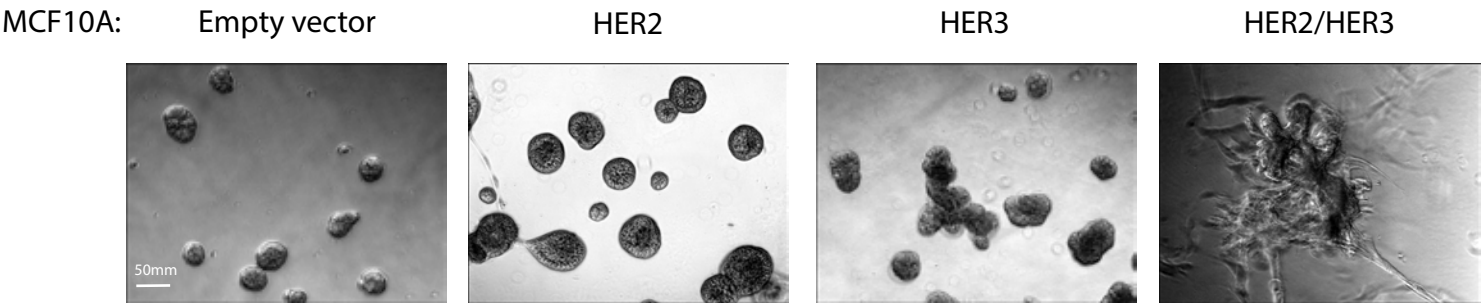

S2

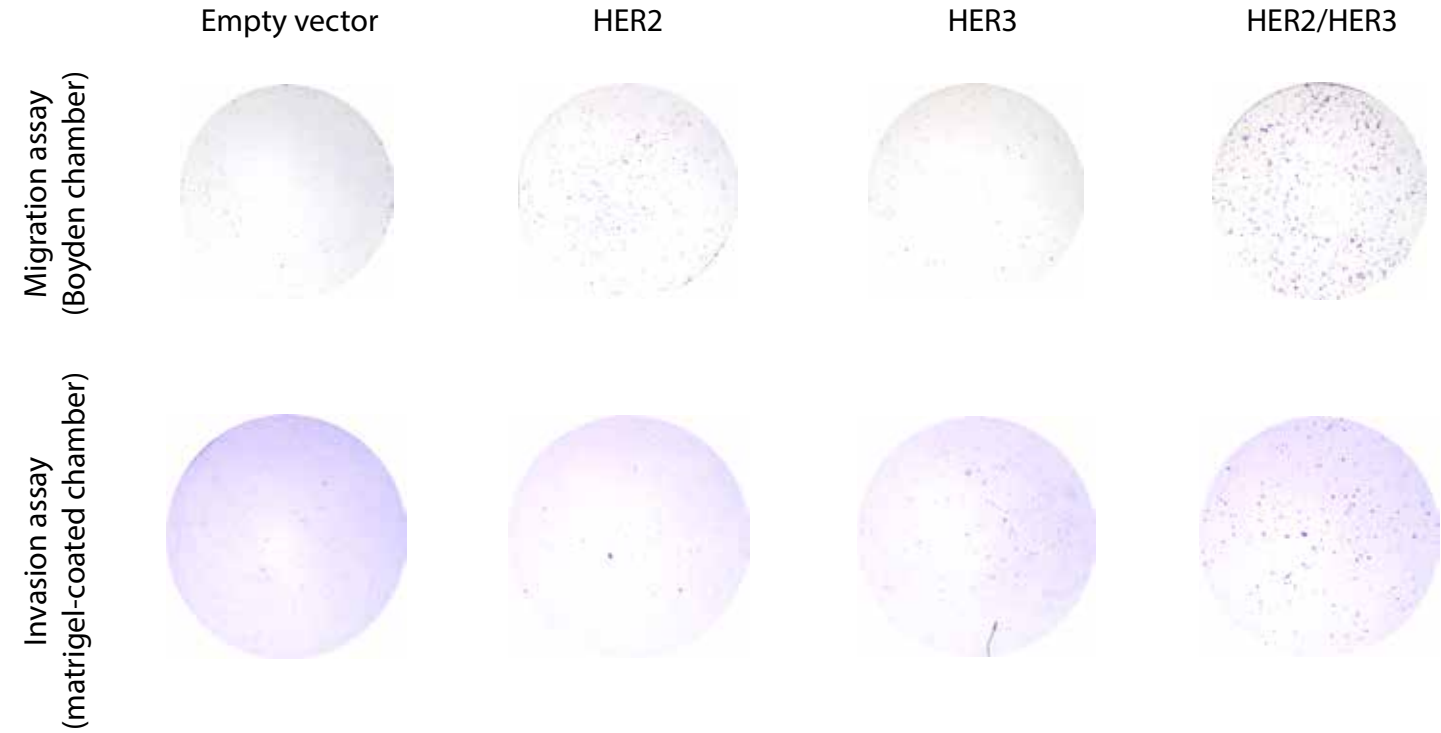

S3

HER2/3-empty vector

HER2/3-HER2

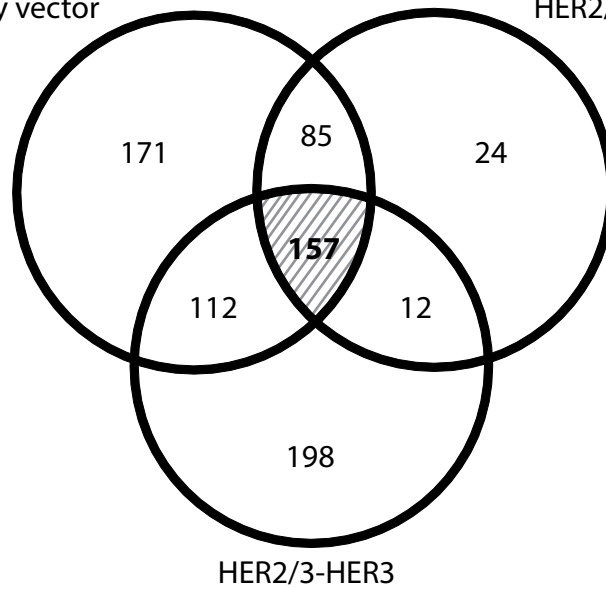

S4

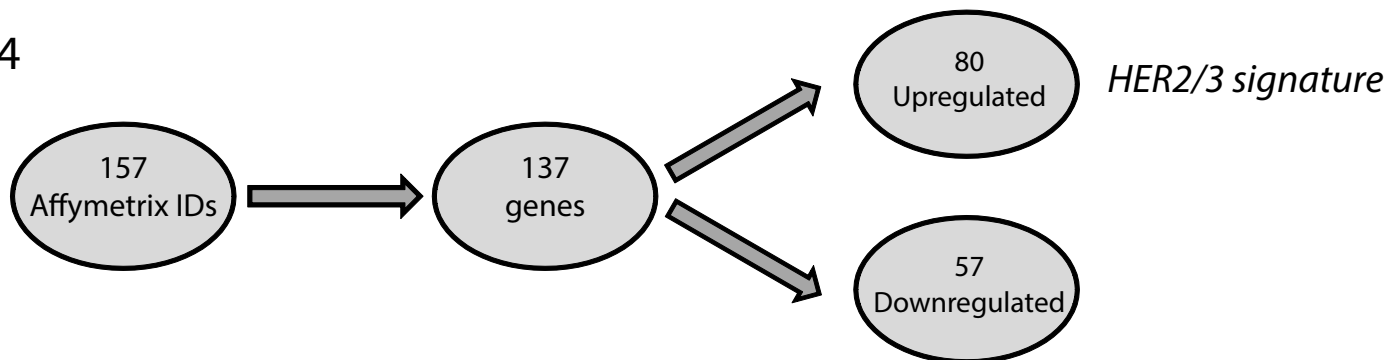

S5

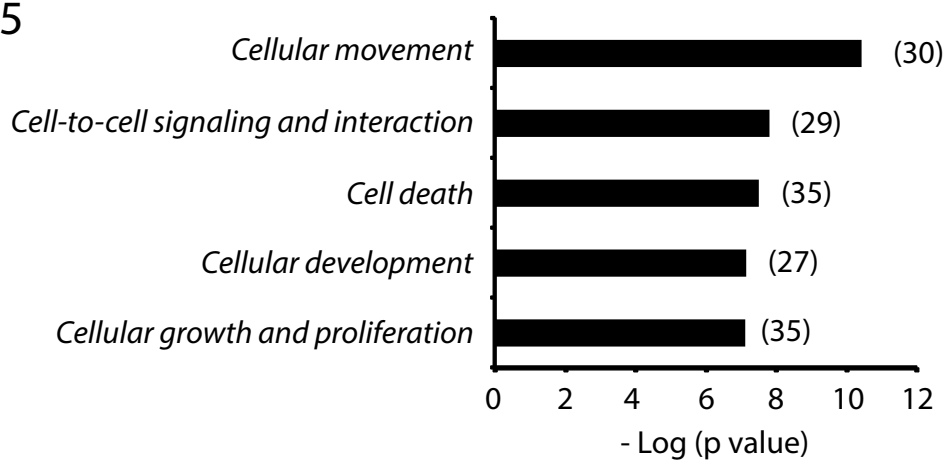

S6

CTRL

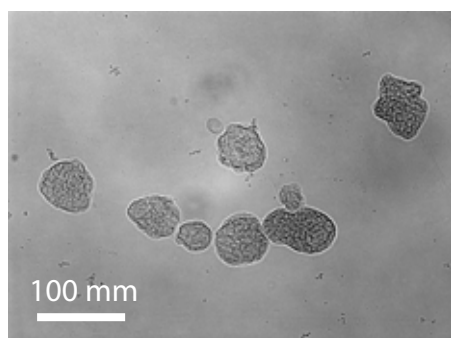

IL8 10 ng/ml

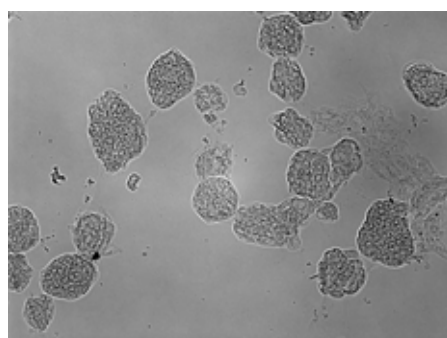

IL8 20 ng/ml

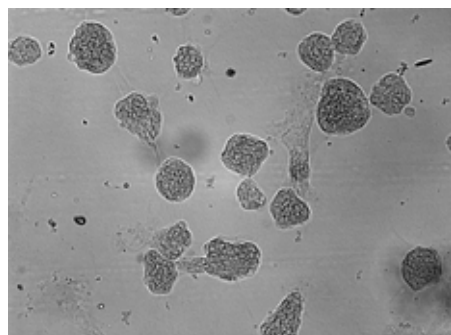

IL8 50 ng/ml

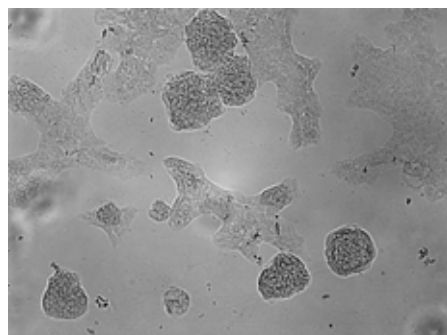

**Table S1.** Fold change (upregulation) of each of the HER2/HER3 signature genes listed in alphabetical order ( $P < 0.05$ ).

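IL8, FN1, SRGN and the other genes of Table S1 carry 1 fold each, and the contrast behind it can be read from the arrays. ERBB2 shows how far contrasts can part, since its fold in HER2/HER3 is far larger against the empty vector or HER3 than against HER2. Dividing the linear mean of the 2 HER2/HER3 arrays by the linear mean of the 6 arrays of the other groups gave a fold within 5% of the printed value for 78 of the 78 matched genes, with a median absolute difference of 0.013 log2. The same comparison placed 11 genes within 5% when made against the empty vector alone, 8 against HER2, 20 against HER3, 46 with the mean of the 3 folds and 58 with the mean of the log2 values of the groups. AREG and HMGA2 lie on probe sets that name several genes and were not compared. By value, all 78 lay above each other group, and in 78 both HER2/HER3 arrays lay above the other 6. Against the empty vector, 70 of the 78 were higher in HER2, 65 in HER3 and 58 in both. HER2/HER3 replicate 2 read above replicate 1 in 62 of the 78, by a median of 0.37 log2, so a fold in the table averages unequal arrays. A fold over the mean of the other groups does not give the fold against any single one of them.

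**Figure D4:**
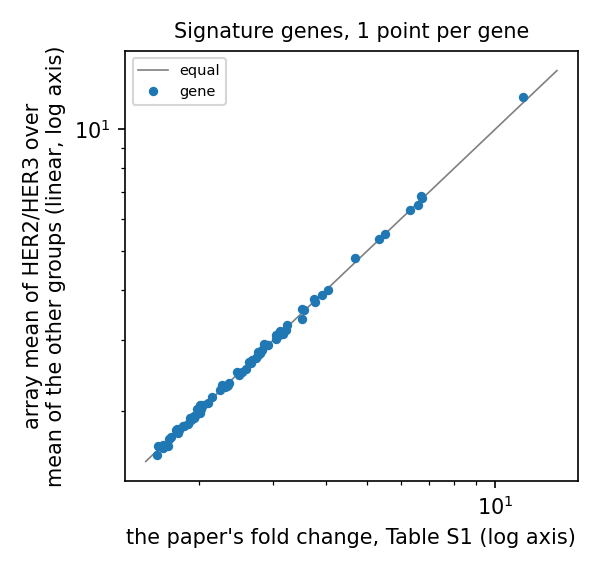
Fold in Table S1 against the linear fold of HER2/HER3 over the other 6 arrays, 1 point per gene, logarithmic axes; the line marks equal folds.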

| Fold change | Symbol   | Entrez gene name                                                               |
|-------------|----------|--------------------------------------------------------------------------------|
| 3.158       | ABCD2    | ATP-binding cassette, sub-family D (ALD), member 2                             |
| 2.012       | ABLIM3   | actin binding LIM protein family, member 3                                     |
| 2.018       | ACSL4    | acyl-CoA synthetase long-chain family member 4                                 |
| 2.899       | ALDH1L2  | aldehyde dehydrogenase 1 family, member L2                                     |
| 4.677       | AOX1     | aldehyde oxidase 1                                                             |
| 3.975       | AREG     | amphiregulin                                                                   |
| 2.468       | ASNS     | asparagine synthetase (glutamine-hydrolyzing)                                  |
| 1.770       | BCL2L1   | BCL2-like 1                                                                    |
| 5.318       | C12ORF39 | chromosome 12 open reading frame 39                                            |
| 2.753       | C17ORF60 | chromosome 17 open reading frame 60                                            |
| 2.758       | C6ORF138 | chromosome 6 open reading frame 138                                            |
| 1.949       | CCL20    | chemokine (C-C motif) ligand 20                                                |
| 2.662       | CDH2     | cadherin 2, type 1, N-cadherin (neuronal)                                      |
| 2.021       | CMTM7    | CKLF-like MARVEL transmembrane domain containing 7                             |
| 3.093       | CNTN3    | contactin 3 (plasmacytoma associated)                                          |
| 2.240       | CPD      | carboxypeptidase D                                                             |
| 2.857       | CSF3     | colony stimulating factor 3 (granulocyte)                                      |
| 1.788       | CTSB     | cathepsin B                                                                    |
| 6.312       | CXCL1    | chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha) |
| 2.105       | CYP4X1   | cytochrome P450, family 4, subfamily X, polypeptide 1                          |
| 2.794       | DAB2     | disabled homolog 2, mitogen-responsive phosphoprotein (Drosophila)             |

|        |        |                                                                                                                |
|--------|--------|----------------------------------------------------------------------------------------------------------------|
| 6.582  | ERBB2  | v-erb-b2 erythroblastic leukemia viral oncogene homolog 2, neuro/glioblastoma derived oncogene homolog (avian) |
| 2.630  | ERBB3  | v-erb-b2 erythroblastic leukemia viral oncogene homolog 3 (avian)                                              |
| 2.312  | ETV1   | ets variant 1                                                                                                  |
| 3.547  | ETV5   | ets variant 5                                                                                                  |
| 2.265  | F3     | coagulation factor III (thromboplastin, tissue factor)                                                         |
| 2.781  | FADS1  | fatty acid desaturase 1                                                                                        |
| 2.733  | FAP    | fibroblast activation protein, alpha                                                                           |
| 6.679  | FN1    | fibronectin 1                                                                                                  |
| 4.047  | FPR1   | formyl peptide receptor 1                                                                                      |
| 1.920  | GARS   | glycyl-tRNA synthetase                                                                                         |
| 1.909  | GPD2   | glycerol-3-phosphate dehydrogenase 2 (mitochondrial)                                                           |
| 1.607  | HIPK2  | homeodomain interacting protein kinase 2                                                                       |
| 2.132  | HMGA2  | high mobility group AT-hook 2                                                                                  |
| 1.689  | IARS   | isoleucyl-tRNA synthetase                                                                                      |
| 2.011  | IFI6   | interferon, alpha-inducible protein 6                                                                          |
| 11.659 | IL8    | interleukin 8                                                                                                  |
| 1.702  | INHBA  | inhibin, beta A                                                                                                |
| 3.757  | ITGA10 | integrin, alpha 10                                                                                             |
| 2.153  | ITGA5  | integrin, alpha 5 (fibronectin receptor, alpha polypeptide)                                                    |
| 2.361  | KDEL2  | KDEL (Lys-Asp-Glu-Leu) containing 2                                                                            |
| 1.795  | KDEL3  | KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 3                                      |
| 2.526  | KYNU   | kynureninase (L-kynurenine hydrolase)                                                                          |
| 3.211  | LAMB3  | laminin, beta 3                                                                                                |
| 2.487  | LTBP1  | latent transforming growth factor beta binding protein 1                                                       |

|       |                               |                                                                                                         |
|-------|-------------------------------|---------------------------------------------------------------------------------------------------------|
| 1.773 | MAN2A1                        | mannosidase, alpha, class 2A, member 1                                                                  |
| 3.124 | MCTP1                         | multiple C2 domains, transmembrane 1                                                                    |
| 1.721 | MDM2                          | Mdm2 p53 binding protein homolog (mouse)                                                                |
| 1.835 | MTHFD2                        | methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2, methenyltetrahydrofolate cyclohydrolase    |
| 1.986 | MTHFD2L                       | methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2-like                                        |
| 2.580 | NRCAM                         | neuronal cell adhesion molecule                                                                         |
| 1.955 | PDCD1LG2                      | programmed cell death 1 ligand 2                                                                        |
| 3.505 | PHGDH                         | phosphoglycerate dehydrogenase                                                                          |
| 3.223 | PITPNC1                       | phosphatidylinositol transfer protein, cytoplasmic 1                                                    |
| 2.049 | PTPRG                         | protein tyrosine phosphatase, receptor type, G                                                          |
| 5.504 | RERG                          | RAS-like, estrogen-regulated, growth inhibitor                                                          |
| 1.916 | RPGR<br>(includes<br>EG:6103) | retinitis pigmentosa GTPase regulator                                                                   |
| 1.647 | RPGRIP1L                      | RPGRIP1-like                                                                                            |
| 3.042 | RPS6KA2                       | ribosomal protein S6 kinase, 90 kDa, polypeptide 2                                                      |
| 2.677 | SERPINA1                      | serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 1                     |
| 3.913 | SERPINE2                      | serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 2           |
| 2.815 | SLC16A4                       | solute carrier family 16, member 4 (monocarboxylic acid transporter 5)                                  |
| 1.922 | SLC1A1                        | solute carrier family 1 (neuronal/epithelial high affinity glutamate transporter, system Xag), member 1 |
| 3.743 | SLC26A2                       | solute carrier family 26 (sulfate transporter), member 2                                                |
| 3.501 | SLC39A8                       | solute carrier family 39 (zinc transporter), member 8                                                   |
| 1.954 | SMTN                          | smoothelin                                                                                              |

|       |            |                                                                                |
|-------|------------|--------------------------------------------------------------------------------|
| 1.843 | SNORD116-6 | small nucleolar RNA, C/D box 116-6                                             |
| 3.095 | SPRY4      | sprouty homolog 4 (Drosophila)                                                 |
| 6.713 | SRGN       | serglycin                                                                      |
| 3.109 | SRPX       | sushi-repeat-containing protein, X-linked                                      |
| 2.784 | STC2       | stanniocalcin 2                                                                |
| 1.593 | TARS       | threonyl-tRNA synthetase                                                       |
| 2.012 | TFPI       | tissue factor pathway inhibitor (lipoprotein-associated coagulation inhibitor) |
| 2.009 | TIMP1      | TIMP metalloproteinase inhibitor 1                                             |
| 2.346 | TLR4       | toll-like receptor 4                                                           |
| 1.648 | TMEM55A    | transmembrane protein 55A                                                      |
| 3.047 | TSPAN5     | tetraspanin 5                                                                  |
| 2.335 | VNN1       | vanin 1                                                                        |
| 2.912 | XDH        | xanthine dehydrogenase                                                         |
| 1.885 | ZEB1       | zinc finger E-box binding homeobox 1                                           |

How the deposited data were processed for this re-analysis (not part of the article)

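Three-dimensional cultures of MCF10A cells, kept for 15 days with 10 ng/ml heregulin, carried no added receptor (empty vector), HER2, HER3 or both, and their RNA was read on Affymetrix Human Gene 1.0 ST arrays, 2 per group and 8 in all. The authors normalized the arrays together with robust multi-array average (RMA) as implemented in affy, which corrects background, equalizes the distributions and summarizes the probes of each probe set, and the deposited values are log2 intensities. Values ran from 1.01 to 13.62 log2 over 32321 probe sets. Array medians and the correlation of each array with its partner were checked before any test, and the analysis starts from these values, not from the scans.

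Probe sets were named with the platform's annotation and current symbols, 19128 of the symbols being found through their Entrez identifier with 0 changed. Only probe sets that name 1 gene were given a gene's name, which left 18404 genes. Where several probe sets name the same gene (637 genes), the one with the highest mean over the 8 arrays stands for it.

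The tests used limma 3.58.1 in R 4.3.3. A linear model with 1 mean per group was fitted to all 8 arrays, leaving 4 residual degrees of freedom, and the spread was moderated with eBayes (prior 3.28 degrees of freedom, prior standard deviation 0.163 log2). Contrasts were HER2/HER3 against the empty vector, HER2 and HER3, HER2 and HER3 against the empty vector, and the interaction, (HER2/HER3 minus HER2) minus (HER3 minus empty vector). Adjusted p-values are limma's, by Benjamini-Hochberg over all probe sets of a contrast. The thresholds of the paper are an unadjusted p under 0.05 and an absolute linear fold over 1.5. The paper names Genedata Expressionist for its contrasts but not the test used in it. Standard errors are the moderated ones of the difference between group means, from the spread shared by all 4 groups, and can lie below the spread of the groups compared. No pairing of arrays across groups is stated, so none was modelled; the samples share only the numbers 1 and 2.

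Genes are named by a rule fixed before the data were examined. It takes the genes whose expression the paper names; the 20 largest folds of Table S1, whose values had been seen in the paper; the 12 higher and 12 lower genes with the largest smallest difference among those called in all 3 contrasts with both HER2/HER3 arrays beyond the other 6; up to 8 higher and 8 lower genes at an adjusted p under 0.05 for HER2 against the empty vector, HER3 against the empty vector and the interaction; and up to 4 members of each gene list, called ones first, or the 2 most abundant where none was called. AREG and HMGA2 appear in Table S1 but share their probe sets with other genes and are left unnamed elsewhere.

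Gene lists, 31 in number, were written down at the same time, and the 28 with at least 5 measured members were tested with camera at a preset correlation of 0.01, adjusted over all 168 tests, with an estimated correlation given beside each call. Counts adjusted over the list alone apply Benjamini-Hochberg to its members only. The overlap of the 3 contrasts was compared with 100 simulated sets of unchanged data on the fitted spread. Shares of genes placed side by side were tested by permutation, with gene order from the RefSeq annotation of GRCh38.p14.

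The steps were tested on simulated data in which 200 of 32321 probe sets were changed. At a fold of 1.5, 49.5% were called in 1 contrast, 25% in all 3 and 0% at an adjusted p under 0.05; at a fold of 2, 98.5%, 97% and 54%; at a fold of 4, 99.5%, 99% and 96.5%. Between 30 and 38 unchanged probe sets were called in all 3 contrasts. With 1 simulated gene list raised in HER2/HER3, 4 of the 4 tests on it called it and 0 other lists were called. This self-test did not address false calls in lists whose genes vary together. On the real arrays the estimated correlation reached 0.332, for the cholesterol and fatty acid synthesis genes. Ingenuity enrichment, RT-PCR and staining are not analysed here.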

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

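None of the tests in this part was chosen after its result was seen. SERPINB13, a serpin of keratinocytes, SPRR1B, a cornified envelope protein, A2ML1, a protease inhibitor of the epidermis, and HPGD, which degrades prostaglandins, were high with HER3 alone and low with HER2 and HER3 together. They stand out because the effect of HER3 in cells with HER2 differed from its effect in cells without it, by the interaction of the receptors at an adjusted p under 0.05 with limma. Array values of SERPINB13 were 5.36 and 5.67 log2 in the empty vector, 4.87 and 4.96 in HER2, 8.19 and 8.08 in HER3 and 3.50 and 3.46 in HER2/HER3, an interaction of -4.06 (adjusted p = 0.00358). The interaction was -3.46 for SPRR1B (adjusted p = 0.0125), which read 10.49 and 10.15 in HER3 and 7.00 and 6.99 in HER2/HER3; -3.24 for A2ML1 (adjusted p = 0.0423), at 6.42 and 6.09 in HER3 and 3.21 and 3.26 in HER2/HER3; and -2.96 for HPGD (adjusted p = 0.0214), at 7.15 and 7.25 in HER3 and 3.93 and 4.05 in HER2/HER3. With an unnamed probe set (-2.61, adjusted p = 0.0125) these make 5 probe sets lower than additive and 0 higher, where 1500 passed an unadjusted p under 0.05, fewer than the 1616 that chance alone gives. The 5 became 52 without HER2/HER3 replicate 1, of which 30 were higher than additive, but HER2/HER3 is then the 1 array that stands apart and the other groups alone give the spread, so this does not decide the direction; every other alternative that tests the interaction gave 0 higher. They were 6 without HER3 replicate 2, 1 without either empty vector array or HER2/HER3 replicate 2, and 0 without either HER2 array or HER3 replicate 1.

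The mitosis genes and the keratinocyte differentiation genes show the same sign as sets. All 29 mitosis genes read higher in HER3 than in the empty vector (median 0.63, 14 at the paper's thresholds, 16 adjusted over the list alone, 0 adjusted over all probe sets with limma; camera adjusted p = 2.45e-20; adjusted p = 0.148 with an estimated correlation), and only 4 read higher in HER2/HER3 than in HER3 (median -0.45, 4 lower adjusted over the list alone, adjusted p = 5.33e-10; adjusted p = 0.224 with an estimated correlation). With HER2 alone 27 of 29 also read higher than in the empty vector (median 0.30, adjusted p = 1.93e-08; adjusted p = 0.232 with an estimated correlation). Their mean interaction, to which both single receptors contribute (means of 0.30 with HER2, 0.61 with HER3 and 0.17 with HER2/HER3), was -0.74 (1 of 29 above 0, adjusted p = 1.65e-19; adjusted p = 0.148 with an estimated correlation). For the 29 keratinocyte genes the mean interaction was -0.83 (median -0.45, 8 above 0, adjusted p = 7.09e-09; adjusted p = 0.122 with an estimated correlation). A single HER3 array does not account for this, since the smallest median over the lists and HER3 arrays was 0.23 above the empty vector, and neither does a single HER2/HER3 array, since the largest median was -0.28 against HER3. What stays open is a difference between the lines that the receptors did not cause, such as another growth state of a culture at harvest. Single receptors may also raise mitosis genes more than the pair does. Unequal receptor levels stay open too. In HER2/HER3, ERBB2 read 1.49 log2 above HER2 (limma adjusted p = 0.142) and ERBB3 0.93 above HER3 (adjusted p = 0.139). With 1 cell line per construct these cannot be separated here.

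TREM1, a receptor that amplifies innate immune signals, and SERPINB3, a squamous cell serpin, are outside the genes the paper discusses and rose with HER3 alone. TREM1 read 3.06 and 2.98 in the empty vector, 4.50 and 4.42 in HER2, 6.61 and 6.53 in HER3 and 7.08 and 6.97 in HER2/HER3; it rose by 3.55 (adjusted p = 0.000235) with HER3, by 1.44 with HER2 (adjusted p = 0.0495, a call lost when any single array is left out and under every other alternative except leaving out dim probe sets, 0.0411) and by 4.00 (SE 0.12, adjusted p = 9.88e-05) with HER2/HER3. SERPINB3 read 3.60 and 3.67 in the empty vector and 8.36 and 7.55 in HER3, a rise of 4.32 (adjusted p = 0.00704), and returned to 2.70 and 3.23 in HER2/HER3, a fall of 4.99 from HER3 (adjusted p = 0.00159); its interaction was -4.13 (adjusted p = 0.0673). The 75 genes lower in all 3 contrasts, which the paper's text does not discuss, also stand out; they were 303 without HER2/HER3 replicate 1 and 59 without replicate 2. In HER3 against the empty vector, 44 probe sets passed an adjusted p under 0.05; there were 7 without empty vector replicate 1, 3 without its replicate 2, 8 without either HER2 array, 10 without HER3 replicate 1, 9 without HER3 replicate 2 and 67 without either HER2/HER3 array.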

How the results depend on the processing

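No test in this part was chosen after its result was seen. With an unmoderated t from the same model, the probe sets at the paper's thresholds fell in number to 890 against the empty vector, 437 against HER2 and 754 against HER3, 279 for HER2 and 605 for HER3 against the empty vector, and 149 in all 3 contrasts, with 1 past the adjusted threshold in all 3 and 0 for the interaction. With an equal-variance two-sample t they were 470, 228, 413, 246, 471 and 62, with 0 past the adjusted threshold in all 3, and IL8 (log2 differences 3.78, 3.12 and 3.02) and vimentin (0.60) no longer passed an unadjusted p under 0.05; this test has 2 degrees of freedom. IL8 against the empty vector, at an adjusted p of 0.0514 with all arrays, ranged from 0.00151 to 0.894 and passed the adjusted threshold only with dim probe sets left out (0.0356) and without HER2/HER3 replicate 1 (0.00151) or 2 (0.0205); in the last 2 the gap between these arrays drops out and only the other groups give the spread, so passing there is no support. The cause of the other changes was not tested. Fitting only the 2 groups of each contrast gave 214 in all 3 and 0 past the adjusted threshold. The replicate block, fitted although the arrays share only a number, gave 295 and 3; same-numbered arrays' deviations correlated at 0.049, 0.147, 0.019, 0.249, 0.012 and -0.022 over the pairs of groups, and of 168 list tests 165 stayed on their side of the threshold. Leaving out dim probe sets gave 11 past the adjusted threshold in all 3 and 8 for the interaction, fewer tests being adjusted for. A fold over 2 gave 102 in all 3. Leaving out 1 array gave 1247 (empty vector replicate 2) to 2896 (HER2/HER3 replicate 1) against the empty vector, 730 (HER2/HER3 replicate 2) to 2755 (HER2/HER3 replicate 1) against HER2, 1100 (HER2/HER3 replicate 2) to 2734 (HER2/HER3 replicate 1) against HER3, 582 (empty vector replicate 2) to 1272 (empty vector replicate 1) for HER2, 945 (either HER2 array) to 1451 (HER3 replicate 2) for HER3, 195 (HER2 or HER3 replicate 2) to 1322 (HER2/HER3 replicate 1) in all 3, 0 to 234 past the adjusted threshold in all 3 and 0 to 52 for the interaction, the highest of both without HER2/HER3 replicate 1. Vimentin was 0.43 without HER2/HER3 replicate 1, 0.47 without empty vector replicate 2 and 0.76 without HER2/HER3 replicate 2. Of 396 results for named genes, 3 passed the paper's thresholds under an alternative with the opposite sign to the value from all arrays: ITGB6 HER2/HER3 versus HER3 was 1.04 without HER2/HER3 replicate 1 and -1.18 without replicate 2; IFI44L HER2/HER3 versus HER2 was -0.62 without HER2/HER3 replicate 1 and 0.98 without replicate 2, and IFI44L HER2/HER3 versus HER3 was -0.95 and 0.66. Of the list calls, 2 changed direction: integrins against HER3, adjusted p 4.5e-05 without HER2/HER3 replicate 1 and 0.77, now lower, without replicate 2; and matrix proteases in HER2 against the empty vector, 0.94 and lower without the Table S1 genes. Quantile normalization again, centring and eBayes with trend and robust left the number in all 3 contrasts at 263, 268 and 269, and no scaling shifted the median by more than 0.032 log2.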

Differences from the paper's values

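No test in this part was chosen after its result was seen; the alternatives named were set before the data were examined. Genes such as IL8, FN1 and SRGN carry folds here within 5% of those in the paper's Table S1, as 78 of 78 matched genes do, while the numbers of called genes differ. The paper finds 157 probe sets changed in all 3 contrasts and 272 were found here at its thresholds. The values lie within 1.5 times of each other with only the 2 groups of each contrast fitted (214), an unmoderated t (149), and without empty vector replicate 1 (229), empty vector replicate 2 (221), HER2 replicate 1 (215), HER2 replicate 2 (195) or HER3 replicate 2 (195), and not under the other alternatives, which gave 62 with an equal-variance two-sample t, 295 with the replicate block, 263 with quantile normalization again, 268 with centring, 269 with trend and robust, 268 without dim probe sets, 249 without HER3 replicate 1, 256 without HER2/HER3 replicate 2 and 1322 without HER2/HER3 replicate 1. The paper gives 137 genes and 228 were found; they come within 1.5 times with the 2 groups alone (177), an unmoderated t (126), and without empty vector replicate 1 (191), empty vector replicate 2 (180), HER2 replicate 1 (180), HER2 replicate 2 (155), HER3 replicate 1 (203), HER3 replicate 2 (155) or HER2/HER3 replicate 2 (164), and not under the others. The paper gives 80 higher genes and 153 were found; they come within 1.5 times with the 2 groups alone (117), an unmoderated t (81), a fold over 2 (64, another threshold than the paper's), and without empty vector replicate 2 (120), HER2 replicate 1 (119), HER2 replicate 2 (98), HER3 replicate 2 (98) or HER2/HER3 replicate 2 (105), and not under the others. The unmoderated t calls 62 of the 78 matched genes of Table S1 in all 3 contrasts, the two-sample t 28 and the moderated test 74. Fig. S4 has 57 lower genes and 75 were found, within 1.5 times; so are the alternatives, from 45 (unmoderated t) to 83 (replicate block), except 17 with the two-sample t, 20 with a fold over 2 and 303 without HER2/HER3 replicate 1.

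The single contrasts in the paper hold about 530 probe sets against the empty vector, about 280 against HER2 and about 480 against HER3 in Fig. S3, read by eye as sums of its fields, and 1377, 863 and 1153 were found here. Only the equal-variance two-sample t brings each within 1.5 times (470, 228 and 413); the unmoderated t (890, 437 and 754) and the other alternatives do not.

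By RT-PCR, another assay than the array and so on another scale of precision, the paper has vimentin at about 1.0 times the empty vector and fibronectin at about 5.1 times in Fig. 1E, and IL8 at about 7.9 times in Fig. 2A, all read by eye; the arrays gave 1.51, 15.3 and 13.7. Vimentin comes within 1.5 times of the RT-PCR value without HER2/HER3 replicate 1 (1.35) or empty vector replicate 2 (1.38). IL8 does so without HER2/HER3 replicate 2 (6.79), and fibronectin under none of the alternatives. The other alternatives leave vimentin and IL8 apart. Without HER2/HER3 replicate 1 the IL8 fold was 27.7, so the 2 arrays lie on either side of the RT-PCR value. The IL8 difference therefore does not exceed the spread between these arrays. N-cadherin and E-cadherin were within 1.5 times of their RT-PCR values, at 3.36 and 0.799 times the empty vector. The exception was N-cadherin without HER2/HER3 replicate 2 (3.46).

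The paper ranks IL8 as the gene raised most against all other conditions. It ranked 1 here by the linear mean of the other groups and by the smallest of the 3 differences, though 8 and 6 without HER2/HER3 replicate 2, and 4 against the empty vector, where ERBB2, TREM1 and FN1 were larger, 2 against HER2, where FN1 was, and 2 against HER3, where ERBB2 was. The paper reports more Ki67-positive cells in three-dimensional MCF10A-HER2/HER3 cultures. The MKI67 transcript, another measure, read 4.18 and 4.02 log2 in the empty vector and 4.30 and 3.90 in HER2. It read 5.49 and 5.45 in HER3 and 4.41 and 3.29 in HER2/HER3. HER2/HER3 differed by -0.25 from the empty vector (adjusted p = 0.897) and by -1.62 from HER3 (adjusted p = 0.164). Replicate 1 of HER2/HER3 read above both empty vector arrays and replicate 2 below them. The sign against the empty vector therefore rests on replicate 2.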

Other observations

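Of the tests in this part, those for a wrong array label, for chance placement of neighboring genes and for an extra copy of their stretch were chosen after the result was seen; the test for other cells gained its condition on the spread after its medians were seen, and the extra-copy test replaced a first version, whose result had been seen, because that version left out called genes. Several genes differed between MCF10A-HER3 cells and the empty vector. TCN1, a vitamin B12 carrier, rose by 2.91 log2 (adjusted p = 0.00985) from the empty vector, SLC6A14, an amino acid transporter, by 2.34 (adjusted p = 0.0279), SULT1E1, an estrogen sulfotransferase, by 2.29 (adjusted p = 0.0257), DCN by 2.31 (adjusted p = 0.011) and GPR141 by 1.14 (adjusted p = 0.0307), while ETNK2 fell by 2.25 (adjusted p = 0.0198), the interleukin receptor IL1R1 by 1.93 (adjusted p = 0.0216), PCDHB10 by 1.45 (adjusted p = 0.0228), FUCA2 by 1.45 (adjusted p = 0.049), the cyclin CCND2 by 1.40 (adjusted p = 0.0216) and CYP4F3 by 1.21 (adjusted p = 0.0307). SLC39A8, a zinc transporter, was higher by 2.85 with HER2 (adjusted p = 0.0645) and rose by 3.66 with HER2/HER3 (adjusted p = 0.00392), and GPR141 rose by 1.49 with HER2 (adjusted p = 0.0495). ERBB2, TREM1 and GPR141 were the 3 probe sets past the adjusted threshold with HER2; leaving out either HER2/HER3 array left ERBB2, empty vector replicate 1 left 1 other probe set, and any other array 0. None of the 3 passed with the replicate block, trend and robust, quantile normalization again, centring, only the 2 groups fitted, an unmoderated t or a two-sample t, and leaving out dim probe sets gave 4. With the 8 arrays, 1604 of all probe sets passed an unadjusted p under 0.05 with limma for HER2 against the empty vector, where chance alone gives 1616.

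A few keratinocyte differentiation genes passed the adjusted threshold in HER3 against the empty vector or HER2/HER3. Of 29 keratinocyte differentiation genes, 2 rose with HER3, 10 adjusted over the list alone, with a median of 0.24 (adjusted p = 1.26e-08; adjusted p = 0.122 with an estimated correlation); from HER3 to HER2/HER3, 4 fell, 11 adjusted over the list alone, with a median of -0.32 (adjusted p = 1.71e-11; adjusted p = 0.122 with an estimated correlation). Against the empty vector the same list in HER2/HER3 had 1 that rose and 1 that fell, 2 and 4 adjusted over the list alone, a median of -0.17 and an adjusted p of 0.00736 (adjusted p = 0.225 with an estimated correlation), with 0.054 without HER2/HER3 replicate 1 and 0.091 without empty vector replicate 2. S100A9, which also marks inflamed epithelium, rose by 2.52 (adjusted p = 0.0375) and S100A8 was higher by 1.76 (adjusted p = 0.0987); KRT10 was lower in HER2/HER3 than in HER3 by 4.37 (adjusted p = 0.0677). Of 12 basal epithelial markers, 0 passed the adjusted threshold with limma (1 higher and 4 lower at the paper's thresholds) and 5 fell and 1 rose adjusted over the list alone (median -0.29; adjusted p = 0.0419; adjusted p = 0.225 with an estimated correlation), with 0.15 without empty vector replicate 1 and 0.16 without HER2/HER3 replicate 1; KRT14 was lower by 0.78 (adjusted p = 0.429), CDH3 by 0.61 (adjusted p = 0.271) and CAV1 by 0.60 (adjusted p = 0.285), and ACTA2 higher by 0.88 (adjusted p = 0.17). The 20 luminal markers gave an adjusted p of 0.705, with KRT8 at -0.89 (adjusted p = 0.431) and KRT7 at 0.73 (adjusted p = 0.285), and the 10 breast cancer stem cell markers 0.997. The luminal list was higher in HER3 than in the empty vector (adjusted p = 0.00641) and lower in HER2/HER3 than in HER3 (adjusted p = 0.00483, 2 fell). Its interaction was below 0 (adjusted p = 0.000892). With an estimated correlation these became 0.232, 0.225 and 0.185.

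Metabolic and interferon genes gave mixed results in HER2/HER3 against the empty vector. SLC2A1, the main glucose transporter, fell by 1.13 (adjusted p = 0.026) within the 28 hypoxia and glycolysis genes (1 fell; 6 rose and 3 fell adjusted over the list alone; adjusted p = 0.176, with 0.039 without empty vector replicate 1 and 0.022 without HER2/HER3 replicate 2), while P4HA1 was higher by 1.05 (adjusted p = 0.166) and VEGFA read 5.54 and 7.76 (1.57, adjusted p = 0.498). The 23 cholesterol and fatty acid synthesis genes had 0 past the adjusted threshold with limma (8 at the paper's thresholds; 1 over the list alone), a median of 0.40 and an adjusted p of 0.000666 (adjusted p = 0.425 with an estimated correlation), with 0.1 without HER2/HER3 replicate 2; FADS1 read 6.02 and 7.00 (1.43, adjusted p = 0.139) and STARD4 5.46 and 6.96 (1.30, adjusted p = 0.379). Of 28 interferon-stimulated genes 0 passed with limma (3 at the paper's thresholds; 1 over the list alone), with a median of 0.11 (adjusted p = 0.0174; adjusted p = 0.272 with an estimated correlation) and 0.15 without empty vector replicate 1 and 0.21 without HER2/HER3 replicate 1; IFI6 was higher by 1.12 (adjusted p = 0.0514) and IFI44L read 6.36 and 4.76 in HER2/HER3 (1.33, adjusted p = 0.408). Of 20 PI3K-FOXO regulated genes 1 rose (2 over the list alone; adjusted p = 0.149), and this was ERBB3, the introduced receptor itself. Without it the list was lower than in the empty vector (adjusted p = 0.0376), HER2 (0.026) and HER3 (0.0477) at the preset correlation, and with ERBB3 in it the estimated correlation gave 0.585, 0.584 and 0.584; FBXO32 and CITED2, which FOXO factors induce, were at -1.25 (adjusted p = 0.343) and -1.09 (adjusted p = 0.484), with TRIB1 at 1.00 (adjusted p = 0.0601).

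HER2/HER3 replicate 2 lies apart from the other arrays on the first principal component. A wrong label does not account for it, since ERBB2 and ERBB3 in this array lay 4.25 and 1.63 log2 above every array of the groups not given the receptor. Markers of fibroblasts, leukocytes and endothelial cells did not rise as sets: their medians, replicate 2 minus replicate 1, were 0, -0.05 and -0.02 with median absolute deviations of 0.18, 0.1 and 0.21. Transcripts such cells carry in abundance stayed where they were, TYROBP at 4.79 and 4.71, LYZ at 2.14 and 2.09, PTPRC at 2.00 and 2.21, CD68 at 8.04 and 7.78 and COL1A2 at 3.62 and 3.64. Single genes did go with replicate 2: CD14 read 5.99 and 8.99, PECAM1 3.67 and 4.65 and FAP 4.41 and 5.52, and EVI2B, a gene of blood cells, was also higher in replicate 2. Without replicate 1, AQP9 and C3AR1 ranked with EVI2B and CD14 among the top genes by the smallest difference from the other groups. The leukocyte markers had a median level of only 2.97 log2, and a median over mixed markers cannot exclude RNA of a single cell type. Other cells therefore stay open as a source. Whether this array shows a stronger form of the response of replicate 1 cannot be told apart from noise. Over the 100 genes highest in replicate 1 the median difference was -0.1, and over the 100 lowest 0.09. But these genes were chosen on replicate 1 itself. In replicate 2, 91 of the highest and 89 of the lowest lay on the same side of the other groups. The 78 matched genes of Table S1, chosen on both arrays, went the other way. Their median difference was 0.37, with 62 higher in replicate 2. No other biological explanation of the array was tested. Against the empty vector, the marker lists of other cells gave adjusted p-values of 0.693 (fibroblast, 10 genes, 1 rose, DCN), 0.237 (leukocyte, 11 genes, 1 rose, CD68, by 1.36, adjusted p = 0.0316) and 0.78 (endothelial, 10 genes, 0 with limma, 2 higher and 1 lower at the paper's thresholds), with KDR at -1.08 (adjusted p = 0.0506), ENG at 0.72 (adjusted p = 0.082) and TEK at 0.66 (adjusted p = 0.0714).

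CXCL8, CXCL1, MTHFD2L and EREG, all called higher in all 3 contrasts, lie within a stretch of 15 neighboring genes. Genes on probe sets that name several genes, AREG among them, were not placed. Chance placement stays open: 226 of 10000 random placements of 150 called genes among 18379 gave as many in a stretch of 15 (permutation p = 0.023), but the stretch length was chosen after its genes were seen, so this share cannot decide. An extra copy of the stretch in HER2/HER3 cells stays open too. Of its 8 genes above the median level, only 1 lay within 0.3 log2 of the 0.58 that 1 extra copy gives. EREG (2.70) and MTHFD2L (1.29) lay well above it, but they are among the 4 genes picked for being called higher. CXCL5, CXCL2 and CXCL3 averaged 3.85, 3.78 and 3.67 log2, close to the median level of 3.66. EPGN, at a mean of 6.31, differed by -0.34 from the empty vector, and 1 gene cannot decide. Regulation shared by the neighbors, which no test here addresses, also stays open as a hypothesis.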
